# Characterization of an Entner–Doudoroff pathway-activated *Escherichia coli*

**DOI:** 10.1186/s13068-022-02219-6

**Published:** 2022-11-09

**Authors:** Ye Eun Kim, Kyung Hyun Cho, Ina Bang, Chang Hee Kim, Young Shin Ryu, Yuchan Kim, Eun Mi Choi, Linh Khanh Nong, Donghyuk Kim, Sung Kuk Lee

**Keywords:** *Escherichia coli*, Glucose metabolism, Entner–Doudoroff pathway, Adaptive laboratory evolution, Phosphofructokinase, 3-Hydroxypropionic acid

## Abstract

**Background:**

*Escherichia coli* have both the Embden–Meyerhof–Parnas pathway (EMPP) and Entner–Doudoroff pathway (EDP) for glucose breakdown, while the EDP primarily remains inactive for glucose metabolism. However, EDP is a more favorable route than EMPP for the production of certain products.

**Results:**

EDP was activated by deleting the *pfkAB* genes in conjunction with subsequent adaptive laboratory evolution (ALE). The evolved strains acquired mutations in transcriptional regulatory genes for glycolytic process (*crp*, *galR*, and *gntR*) and in glycolysis-related genes (*gnd*, *ptsG*, and *talB*). The genotypic, transcriptomic and phenotypic analyses of those mutations deepen our understanding of their beneficial effects on cellulosic biomass bio-conversion. On top of these scientific understandings, we further engineered the strain to produce higher level of lycopene and 3-hydroxypropionic acid.

**Conclusions:**

These results indicate that the *E*. *coli* strain has innate capability to use EDP in lieu of EMPP for glucose metabolism, and this versatility can be harnessed to further engineer *E. coli* for specific biotechnological applications.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13068-022-02219-6.

## Background

Bacterial glucose metabolism is particularly diverse and involves the orchestrated actions of multiple pathways, including the Embden–Meyerhof–Parnas pathway (EMPP), Entner–Doudoroff pathway (EDP), pentose phosphate pathway (PPP), and oxidative pathway (via gluconic acid) [1, 2]. These pathways produce pyruvate, reducing power (NADH and/or NADPH), and energy (ATP), and play a central role in growth and bio-production [3, 4]. In contrast to *Escherichia coli,* which primarily uses the EMPP for glucose metabolism, *Pseudomonas,* and *Zymomonas* spp. employ the EDP, as they lack phosphofructokinase (Pfk), a pivotal EMPP enzyme. The PPP is a metabolic pathway that functions in parallel with either the EMPP or EDP and supplies the energy requirements for cell growth, NADPH regeneration, and replenishment of essential precursors for nucleotide and amino acid synthesis.

The EMPP comprises 10 enzymatic steps, yielding two pyruvate, two net ATP, and two NADH molecules per one glucose molecule, whereas the EDP utilizes only five enzymes to have two pyruvates (one of which is produced from glyceraldehyde-3-phosphate (G3P) via the lower glycolysis), one net ATP, one NADH, and one NADPH molecule per one glucose molecule. The EDP has been reported to have certain advantages compared with the EMPP [5]. For example, it is the thermodynamically more favorable pathway, owing to lower ATP production, in turn, boosting glycolysis [6]. Considering the number of enzymatic steps involved, the costs of protein synthesis in EDP is lower than that of EMPP [7]. It is also characterized by less allosteric regulation due to the lack of Pfk catalysis, one of the committed steps in the EMPP, which is found to be subjected to intensive regulation at the transcription, translation, and even post-translation and allosteric levels via distal metabolites, as well as energetic precursors [8]. The EDP is also associated with higher NADPH production to provide high reducing power for biosynthesis, resistance to oxidative stress, and the optimal synthesis of both the carbon and redox precursors for terpenoid biosynthesis. For example, *Z*. *mobilis* that relies extensively on the EDP shows notably rapid glucose uptake and ethanol production rates [9], and *Pseudomonas* species that utilizes an incomplete EMPP shows high production of highly toxic chemicals associated with their innate high solvent tolerance. Besides, the absence of a Pfk step facilitates the cyclization of PPP, which regenerates excess NADPH [10, 11].

Nevertheless, although there are several distinct benefits of employing EDP, the industrial strains of *E*. *coli* do not use their inherent EDP for glucose metabolism. Several studies have been conducted to engineer *E*. *coli* in an effort to activate the intrinsic EDP and to block the EMPP to promote more efficient biosynthesis. Previously, blockage of the EMPP via deletion of the phosphoglucose isomerase gene (*pgi*) resulted in re-routing the glycolytic flux through the PPP and EDP. The Δ*pgi* recombinant *E*. *coli* strains were characterized with enhanced production of polyhydroxybutyrate [12], isoprenoid [13], and hydrogen [14]. However, although the Δ*pgi* mutants remain viable, given that the glycolytic flux is re-routed through the PPP and EDP, excess NADPH production was found to perturb a significant portion of the metabolic network, resulting in an approximately 80% reduction in cell growth in glucose minimal media when compared with the wild-type levels [15]. Disrupting the EMPP by knocking out the phosphofructokinase I (PfkA) gene also resulted in re-routing the glycolytic flux through the PPP (~ 60% of the glycolytic flux) and the native EDP (~ 14% of glycolytic flux) [16]. The Δ*pfkA* recombinant *E*. *coli* strains showed enhanced production of 1,3-diaminopropane [17], hydrogen and ethanol [18], lycopene [19], and methyl 3-hydroxybutyrate [20]. However, these strains showed a more significant decrease in growth rate compared with the Δ*pgi* mutants owing to the partial cyclization of PPP, which may produce excess NADPH [21]. *E. coli* in which the EMPP was completely blocked by deleting *pfkAB* showed retarded growth on glucose minimal medium due to redox imbalance and reduced glucose uptake, suggesting the PPP and EDP were not sufficiently activated to alleviate the metabolic defect.

In this study, we isolated and characterized a *pfkAB*-deleted *E*. *coli* mutant strains that can thrive on glucose minimal medium with adaptive laboratory evolution (ALE). Using these strains, we investigated the genotype–phenotype relationship to determine and classify the requirements for the full activation of the EDP in *E*. *coli*. Finally, as a proof of concept and based on the preliminary information obtained, we further engineered the evolved mutant to confer it with the ability to produce a higher level of 3-hydroxypropionic acid (3-HP) that requires more NADPH regeneration.

## Results and discussion

### Adaptive evolution of the ∆*pfkAB* strain and analysis of mutations identified in the evolved strains

Given that *E*. *coli* has two Pfk isozymes, Pfk-I and Pfk-II encoded by *pfkA* and *pfkB*, respectively [22], a recombinant *E*. *coli* strain with complete inactivation of the EMPP was constructed by deleting both of *pfkA* and *pfkB* genes. The ∆*pfkAB* strain showed slower specific growth rate on minimal medium containing glucose as a sole carbon source (Fig. 1a). ALE experiments were performed to recover the reduced cell growth by activating the EDP. After 50 subcultures of the ∆*pfkAB* strain in M9 minimal medium supplemented with 5 g/L glucose, the strain thereafter grew more rapidly on glucose. The five evolved ∆*pfkAB* strains showing recovered cell growth were isolated and denoted as pfk*_*ALE-1, -2, -3, -4, and -5 strains (Additional file 1: Figure S1a). The ALE-1 exhibited 92% of cell mass accumulation of the wild-type MG1655 strain after culturing for 20 h. This is the first *E*. *coli* strain with a completely inactivated EMPP that can grow more rapidly than mutants with partial blockage of the EMPP, such as the ∆*pfkA* and ∆*pgi* mutants (Fig. 1a). Besides, the ALE-1 strain showed improved terpenoid biosynthesis via the methylerythritol phosphate pathway, which has been observed in EDP-activated *E*. *coli* strains, because the synthetic pathway starts with 1-deoxy-d-xylulose 5-phosphate (DXP) synthase reaction with the two substrates G3P and pyruvate that are the final products of EDP. In addition, the synthetic pathway uses NADPH as sources of reducing regent produced by EDP. Interestingly, the production culture conditions used in the present study were able to rescue cell growth of the ALE-1 strain, with a 115% higher cell mass accumulation than the wild type at 36 h of culturing (Additional file 1: Figure S2).

**Fig. 1:**
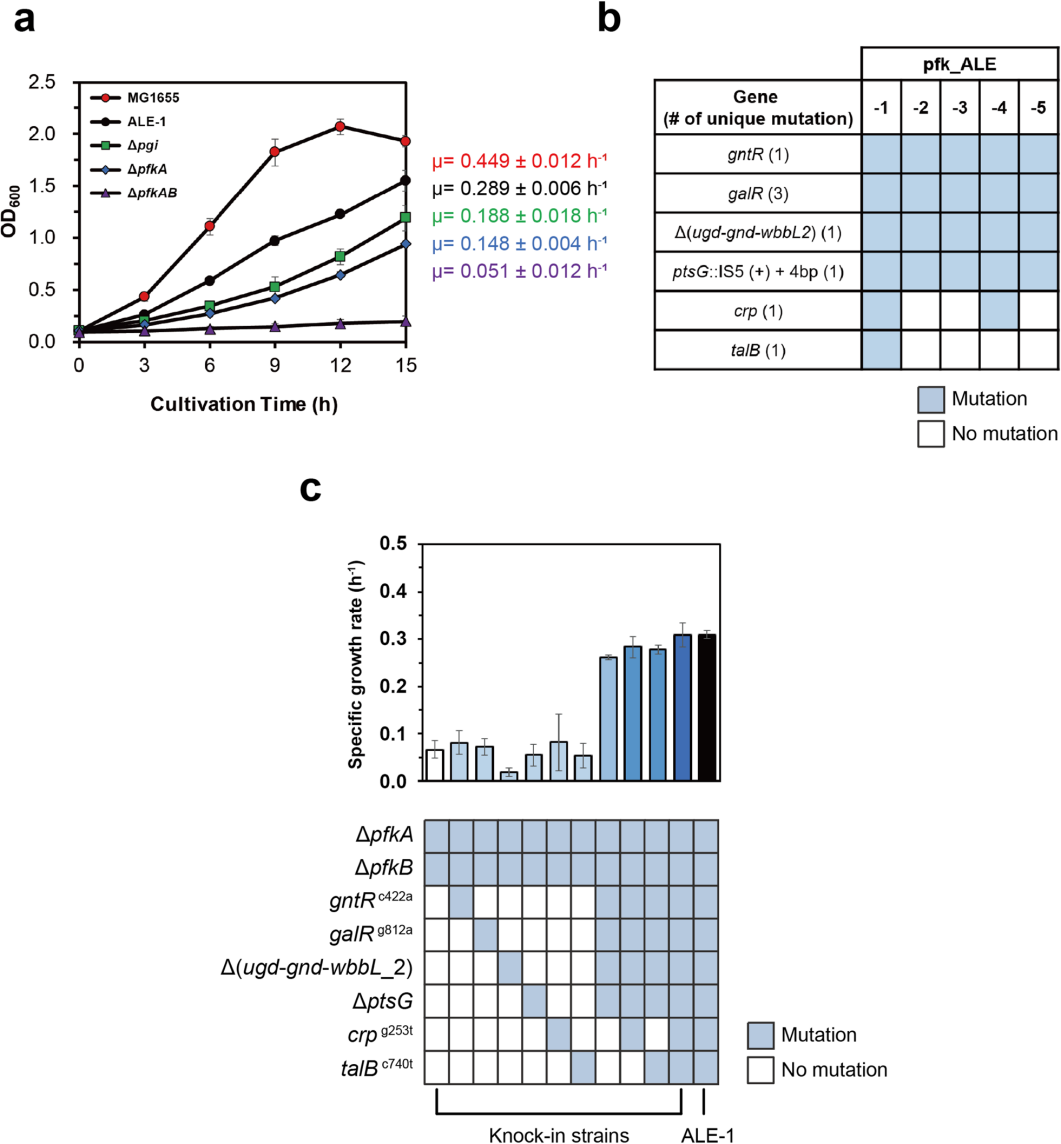
Comparison of cell growth on glucose among EMPP-disrupted strains and the effect of mutations on cell growth of the evolved strains and their background strains. **a** Growth rate profiles (OD_600_) were compared for three groups of *E. coli* strains: wild type with MG1655, complete disruption of EMPP with background strain (∆*pfkAB*), and evolved strain (ALE-1), and partial disruption of EMPP with the phosphofructokinase I step (∆*pfkA*) and phosphoglucose isomerase step (∆*pgi*). Error bars indicate standard deviations of measurements for three independent biological replicates. **b** Genetic characterization of five independent evolved ∆*pfkAB* isolate strains with genome resequencing analysis. The number of unique mutations per gene is noted within brackets. **c** The effect of mutations on cell growth were determined by introducing single or multiple mutations in the background strain ∆*pfkAB*. For the mutation in *ptsG*, the IS5 insertion disrupted the protein, and consequently, PtsG would lose its functionality. Thus, we knocked out the *ptsG* gene instead of knocking-in the IS element. Error bars indicate standard deviations of growth measurements for three independent biological replicates

We sequenced the whole genome of ALE-1 and compared the sequence with the parental strain, *E*. *coli* MG1655. Resequencing identified six mutations in ALE-1 (Table 1). To confirm enriched and major mutations during ALE, the mutations detected in the ALE-1 were analyzed in the rest of four evolved mutants by PCR amplification and DNA sequencing. Mutations were found in the *gntR*, *galR, ptsG*, and *ugd-gnd-wbbL-2* sequences of all five pfk_ALE strains, whereas mutations in the *talB* and *crp* genes were detected only in one or two strains (Fig. 1b). Notably, *galR* showed three unique mutations during adaptive evolution, but all resulted in truncated and non-functional protein (Additional file 1: Figure S1b, c). This suggests that the *galR* mutation could be critical for the growth of the evolved strain. In contrast, mutation in the *talB* gene was only observed in the ALE-1 strain and *crp* mutation was detected in the ALE-1 and ALE-4 strains, probably indicating that these mutations might not considerably affect the physiological background during ALE [23–25].

**Table 1:** List of mutations identified in the evolved strain pfk_ALE-1

Gene	Gene product and its size (number of aa)^*a*^	Type of mutation^*b*^	Change^*c*^ in protein and nucleotide
*gntR*	Gluconate repressor protein (331)	SNP	A141E (GCG → GAG)
*galR*	Galactose repressor protein (343)	SNP	G271D (GGC → GAC)
*ptsG*	Glucose-specific PTS enzyme IIBC (477)	INS	IS5 insertion (IS5( +) + 4 bp, coding 815–818/1434 nt)
*ugd*	UDP-glucose 6-dehydrogenase (388)	DEL	Truncated protein (∆176 bp, coding 992–1167/1167 nt)
*gnd*	6-Phosphogluconate dehydrogenase (468)		Loss of function (∆1407 bp, cording 1–1407/1407 nt)
*wbbL-2*	Interrupted rhamnosyltransferase (pseudogene)		Loss of function (∆349 bp, coding 1–349/349 nt)
*crp*	cAMP receptor protein (210)	SNP	A85S (GCA → TCA)
*talB*	Transaldolase B (317)	SNP	A247V (GCA → GTA)

^*a*^*aa*, amino acid, *UDP* uridine 5′-diphosphoglucose, *cAMP* cyclic adenosine monophosphate

^*b*^*SNP* single nucleotide polymorphism, *INS* insertion, *DEL* deletion

^*c*^ + , insertion; *bp* base pairs, *nt* nucleotide, ∆ deletion

To compare the effects of the above mutations on the growth of ALE-1 strain, single mutations or combinations of the multiple mutations were introduced into the background Δ*pfkAB* strain. The growth rates of the resulting strains were compared with that of the background and evolved strain. The single mutation in the *gntR*, *galR*, *crp* caused an increase in the specific growth rate of 1.2-fold, 1.1-fold, and 1.2-fold, respectively, relative to the background Δ*pfkAB* strain. The single mutation in *talB* and the *ptsG* deletion mutant of the background strain showed a slight decrease in the specific growth rate. The background strain carrying a deletion of the *ugd-gnd-wbbL-2* region showed an even slower cell growth. When each of the six mutations was introduced independently, the restored cell growth levels of the resulting mutants were considerably lower than that of the evolved strain. Eventually, when the mutant was harboring all six mutations, the growth rate was comparable to ALE-1 (Fig. 1c). Based on these observations, we deduced that the enhanced growth differentiating ALE-1 from the background mutant was attributed not only to the occurrence of a single mutation in *gntR*, *galR*, *ugd-gnd-wbbL-2*, *ptsG*, *crp,* and *talB*, but also to their synergistic interaction.

GntR is a DNA-binding transcriptional regulator that represses the expression of genes involved in gluconate metabolism in the absence of the effector molecule D-gluconate [26]. Gluconate is phosphorylated by gluconate kinase to produce 6PG, which is also produced from glucose. It is finally metabolized to G3P and pyruvate via the 6-phosphogluconate dehydratase (Edd) and 2-keto-3-deoxy-6-phosphogluconate aldolase (Eda) enzymes of EDP. Knockout of *gntR* has previously revealed that the expression of *edd* and *eda* genes can occur even in the absence of gluconate [27]. Therefore, we hypothesized that the loss-of-function mutation in the *gntR* gene de-represses the originally latent genes of the EDP, thereby providing a major route for glucose metabolism in ALE-1 with an inactive EMPP (Δ*pfkAB*) and an inactive oxidative PPP (Δ*gnd*) (Table 1) [28]. In fact, ALE-1 Δ*edd* strain could not grow on glucose, indicating that ALE-1 relies on the EDP on glucose as the sole carbon source (Additional file 1: Figure S3).

GalR is a transcriptional regulator that down-regulates the genes associated with galactose metabolism when this sugar is unavailable [29]. The regulon of GalR harbors the *galP* gene encoding galactose permease, which also has glucose uptake activity [30]. Wild type *E*. *coli* mainly takes up external glucose by a phosphoenolpyruvate-dependent phosphotransferase system (PTS), which consists of enzyme I (PtsI), HPr (PtsH), and glucose-specific PTS EIIA (Crr) and EIICB (PtsG) components [31]. Thus, we anticipated that the evolved mutant that lost the PTS activity due to PtsG inactivation by insertion of the IS5 and SgrS regulation of sugar transporter mRNAs (*ptsG* and *manXYZ*) due to the accumulation of glucose-6-phosphate, and consequently, the strain can co-metabolize glucose and xylose, which was the case in the *ptsG*-deleted *E*. *coli* strains (Additional file 1: Figure S7d–f) [32–34]. It has also been reported that the loss of PtsG function results in retarded cell growth due to the limited capacity of glucose import, and non-PTS glucose transporters such as GalP can restore the glucose uptake rate in *ptsG* null mutants [35, 36]. Based on this assumption, we hypothesized that the expressed GalP, which is depressed by the inactivation of *galR,* rescues the glucose uptake capacity of ALE-1.

Moreover, another possible reason for the expression of a non-PTS glucose permease GalP in EMPP-disrupted strains could be the low availability of phosphoenolpyruvate (PEP), which is essential for the PTS-dependent glucose uptake. Previous studies showed that the ∆*pfkA* mutant had reduced PEP concentration [15]. Besides, an increase in flux through the EDP can further lower the intracellular PEP pool [16]. It is supported by the stoichiometry of the EDP, where PEP generation per glucose is half of that of the PPP or EMPP [13]. Limited glucose importing capacity due to low PEP availability can be supplemented by the expression of PEP-independent glucose permease and glucokinase [35].

cAMP receptor protein (CRP) is a global transcription regulator that directly or indirectly regulates the expression of over 100 genes [37–39]. The mutation site of CRP^A85S^ was very close to the cAMP binding site, suggesting the possible effect on the binding affinity. However, most of cAMP-independent CRP mutants contained mutations away from the binding site such as I112, T127, and A144 residues [40]. Therefore, it is hard to establish that the CRP^A85S^ is a cAMP-independent mutant. Since no significant difference in the cell growth was observed by this mutation, the activity of this enzyme was not affected (Fig. 1c). However, the exact mechanism underlying the *crp* mutation-mediated growth rate enhancement in the evolved strain remains unclear. We discovered that *crp* mutation occurred in the later period of adaptation (during 30–50 repeats of culture) while *ptsG* mutation was detected in the earlier period of adaptation (during 0–30 repeats of culture). Although PTS inactivation by *ptsG* mutation is an efficient way to trigger carbon catabolite repression (CCR) release like *galP* expression, the modification of binding between CRP and cAMP might further contribute the release of CCR and provide a strong selective pressure during adaptation [41].

TalB is an enzyme involved in the non-oxidative PPP and provides a reversible reaction between the PPP and the upper EMPP [42]. The A247 residue is located in an α-helix and away from the active center of *E. coli* TalB. The B-factor value of the mutated residue was kept considerably lower, indicating that the mutation stably maintains its α-helix structure. In addition, the substrate binding affinity of the TalB^A247T^ in *E. coli* W3110 strain was not modified in a previous study [43]. Moreover, the expression level of the *talB* gene in ALE-1 was not significantly changed (1.3-fold) by this mutation compared to that in MG1655 (Additional file 1: Figure S5). Since the ALE-1 strain lacks the *gnd* gene, a change in the non-oxidative PPP flux might be directed by a genetic mutation in *talB* during adaptation to supply precursors essential for growth.

### Functional analysis of the genetic mutations with transcriptomic and phenotypic data

Functional analysis of the mutations detected in the ALE-1 strain was conducted to elucidate the molecular mechanisms underlying the effects of these mutations. 

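The transcriptomes of 4 cultures were sequenced, 2 biological replicates of MG1655, the wild-type K-12 strain, and 2 of ALE-1, the strain evolved from the ∆*pfkAB* mutant. Both strains grew aerobically at 37 °C on M9 medium with 0.4% glucose and were harvested at an OD_600_ of about 0.5. Ribosomal RNA was depleted before library construction with a stranded kit. The authors mapped the reads with bowtie to the MG1655 sequence NC_000913.2 and computed FPKM (fragments normalized to gene length and to the number of mapped fragments) and log_2_ fold changes with Cufflinks. The authors' deposited table has the layout of Cuffdiff, the program of the Cufflinks package that compares conditions. It gives 1 FPKM value per gene and strain, merged over the replicates, and the authors' own log2 fold change, test statistic, p-value and q-value. It names the strains only as its first and second condition, and they were taken as MG1655 and ALE-1 because its signed log2 fold changes are the values printed in Fig. 2a as ALE-1/MG1655. The spread between the replicates is not part of these values, so no test was run here and each FPKM is the authors' value for the strain. A measure of error comes from the authors' test, as its log2 fold change divided by its test statistic gives an implied standard error. The p- and q-values do not follow from this ratio. For *glk*, the authors' test gave a statistic of 2.25 and a p-value of 0.0017, smaller than a normal distribution would give. The implied standard error is thus a rough measure, and not the error behind those p- and q-values. In the authors' deposited table, this implied standard error had a median of 0.33 on the log2 scale over the 3068 genes with an FPKM of at least 10 in both strains. Fold changes were computed as ALE-1 over MG1655 without a pseudocount, and a gene listed at 0 in a strain has no fold change. Total fragment counts per sample are unknown, so low FPKM values of genes of at least 500 bp, multiplied by length, were searched for regular steps. The best-fitting step was 0.098 FPKM kb in MG1655 (50 low values) and 0.046 in ALE-1 (20 low values). The step in MG1655 was 2.13 times that in ALE-1, which would correspond to a lower depth in MG1655. The ALE-1 step rests on the fewest low values that the search allowed, and no comparison with random values was run. The ratio and the difference in depth are therefore not established. Of the genes listed, 1348 share their locus in the table with an overlapping or adjacent gene, and the authors' program divided the fragments of such a locus between its genes.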

We performed transcriptome analysis with RNA-seq to investigate the transcriptomic effects of mutations involved in the glycolytic pathway and global transcriptional regulation. Transcriptomic analysis revealed the expression levels of 4497 genes on the chromosome of MG1655 and ALE-1 strains. 

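The authors' deposited table lists 4497 genes, of which 3994 were tested by the authors, 501 had too few fragments for their test and 2 had too many. Both strains had an FPKM above 0 for 4199 genes, and 200 genes were listed at 0 in both. Among the 3068 genes with an FPKM of at least 10 in both strains, the median log2 fold change was -0.0014, and the 5th and 95th percentiles were -0.91 and 1.11. With an FPKM of at least 10 in the higher strain (3306 genes), 277 genes were at least 2-fold higher in ALE-1 and 154 at least 2-fold lower. When each strain was instead scaled to the same total FPKM, these counts became 176 and 274, because every log2 fold change shifted by -0.28. Protein-coding genes made up only 9.13% of that total in MG1655 and 7.42% in ALE-1, so this scaling is set mostly by rRNA, tRNA and other short RNAs. Scaled to the same protein-coding total, the counts were 289 and 148. In the authors' deposited table, 395 genes are called higher and 224 lower in ALE-1 at a q-value under 0.05, and 316 genes share its smallest p-value of 5e-05, so the q-value of 0.000632 is the smallest it can give.

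**Figure D1:**
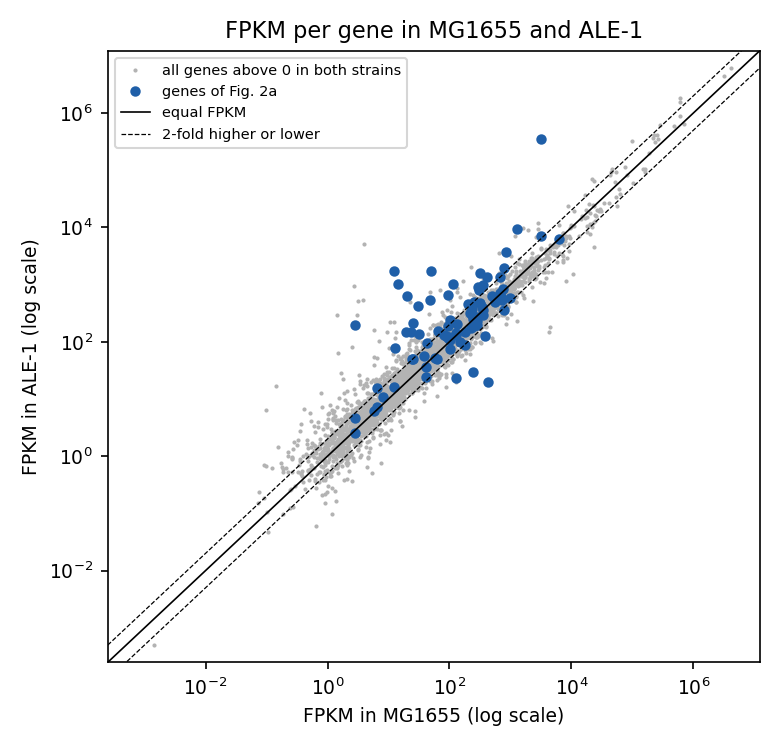
FPKM of each gene in MG1655 (horizontal axis) and ALE-1 (vertical axis), both on log scales, for the 4199 genes above 0 in both strains, with the genes of Fig. 2a in blue. The solid line marks equal FPKM and the dashed lines a 2-fold difference, beyond which lie 277 higher and 154 lower genes when genes listed at 0 in a strain are included and an FPKM of at least 10 is required.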

Among those genes, we first focused on the glycolytic pathways including the EMPP, EDP and PPP. Complete deletion of the *pfkA* gene was confirmed with no *pfkA* expression. 

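The gene *pfkA* (b3916) lies on NC_000913.2 from 4105575 to 4106537, a locus of its own. Its FPKM was 344 in MG1655, and it was listed at 0 in ALE-1. The MG1655 value corresponds to an estimated 2715 fragments over the gene. The q-value of *pfkA* in the authors' deposited table is 0.000632, with no finite fold change.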

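The genes *edd* (b1851, 1930817 to 1932628) and *eda* (b1850, 1930139 to 1930780) neighbour each other on NC_000913.2 and encode the 6-phosphogluconate dehydratase and the KDPG aldolase. The FPKM of *edd* rose from 47.5 in MG1655 to 531 in ALE-1, a log2 fold change of 3.48. That of *eda* rose from 313 to 1590, a log2 fold change of 2.35. The authors' deposited table implies standard errors of 0.30 for *edd* and 0.29 for *eda* and a q-value of 0.000632 for each, so both rises were many times the error. The neighbouring *zwf* (b1852), which encodes glucose-6-phosphate dehydrogenase, had an FPKM of 557 in MG1655 and 503 in ALE-1, a log2 fold change of -0.15 that is smaller than its standard error of 0.31 implied by the authors' deposited table. Of the alternatives tried, scaling to the same total FPKM moved the log2 fold change of *edd* most, to 3.20.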

In ALE-1, the expression of the *edd* and *eda* genes, which are involved in the EDP, were 11.2- and 5.1-fold higher than in MG1655, respectively. This indicates that the latent EDP was activated during adaptation due to loss of function for GntR. Additionally, the expression level of the GntR regulon in ALE-1 was higher compared to MG1655. 

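The GntR regulon of Fig. 2a holds 11 genes, of which 10 were higher in ALE-1 and 1 was lower, although *idnO* changed sign when the strains were scaled to the same total FPKM. The median log2 fold change was 1.26, at percentile 100 of 10000 random lists of the same size matched on mean expression. The gluconate transport and kinase genes rose most, with FPKM values of 49.7 and 1730 for *gntT*, 12.1 and 1734 for *gntK*, and 14.4 and 1016 for *gntU* in MG1655 and ALE-1. Their log2 fold changes were 5.12, 7.16 and 6.14. The authors' deposited table calls 5 of the regulon's genes higher, namely these 3 with *edd* and *eda*. The 4 *idn* genes had log2 fold changes between 0.11 and 1.26, and the lowest q-value among them in the authors' deposited table is 0.0626, for *idnK*. Their FPKM was low, from 2.86 for *idnD* to 12.2 for *idnT* in MG1655. The only lower gene was *nfuA*, with a log2 fold change of -0.25 and a q-value of 0.490 in the authors' deposited table.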

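The gene *gnd* (b2029) lies on NC_000913.2 from 2097886 to 2099292, between *ugd* (b2028, 2096471 to 2097637) and *wbbL* (b4571), whose locus in the table, 2099420 to 2101413, also covers a copy of the IS5 transposase gene *insH1*. The FPKM of *gnd* was 1383 in MG1655, an estimated 17179 fragments, and the gene was listed at 0 in ALE-1. By contrast, *ugd*, of which Table 1 gives the end of the coding sequence as deleted, had an FPKM of 39.1 in MG1655 and 79.5 in ALE-1. This log2 fold change of 1.03 has an implied standard error of 0.29 and a q-value of 0.000632 in the authors' deposited table. The *wbbL* entry had an FPKM of 44.1 in MG1655 and 57.3 in ALE-1, and its q-value in the authors' deposited table is 0.667. Table 1 lists *wbbL-2* as deleted, but the locus of this entry is longer and includes reads of the insertion sequence, so its value is uncertain. The next gene beyond *ugd*, *wzzB*, had a log2 fold change of 0.16.

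**Figure D2:**
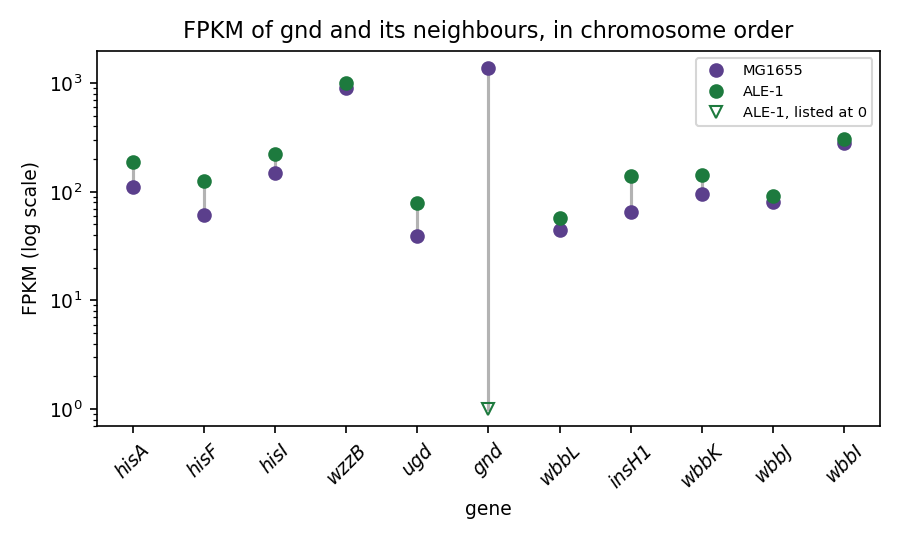
FPKM of *gnd* and the 5 genes on each side of it in chromosome order, on a log scale, with 1 point per strain. The open triangle at the bottom of the axis marks *gnd* in ALE-1, which is listed at 0, while every other gene shown has an FPKM above 0 in both strains.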

There was no expression of *gnd*, involved in the oxidative PPP, due to its complete deletion in ALE-1 (Fig. 2a). Taking these observations into consideration, the ALE-1 strain utilizes glucose via the EDP rather than the EMPP and oxidative PPP since ALE-1 lacks functional PfkA, PfkB, GntR, and Gnd. 

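Among the other genes of the EMPP, *pgi* had an FPKM of 679 in MG1655 and 699 in ALE-1, a log2 fold change of 0.043. The log2 fold changes of the aldolase genes *fbaA* and *fbaB* were -0.27 and -0.48, with q-values of 0.447 and 0.114 in the authors' deposited table. In the PPP, *rpiB* rose by a log2 fold change of 2.08 and *tktA* by 0.71, and the authors' deposited table calls both higher. The log2 fold changes of *rpiA*, *rpe*, *tktB*, *talA* and *talB* lay between -0.27 and 0.33, and none of these 5 is called in the authors' deposited table. The signs of *pgi*, *rpe*, *tktB* and *talB* changed when the strains were scaled to the same total FPKM. From its observations and the lack of functional PfkA, PfkB, GntR and Gnd, the paper reasons that glucose enters the EDP in ALE-1 rather than the EMPP and the oxidative PPP.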

The RNA-seq analysis also showed lower expression level of *ptsG* in ALE-1 compared to MG1655, caused by degradation of *ptsG* mRNA. Instead, the expression level of the non-PTS glucose transporter, *galP*, in ALE-1 was 13.7-fold higher than MG1655. This phenomenon was also confirmed by quantitative RT-PCR, demonstrating 7.6-fold increased expression level (Additional file 1: Figure S5). 

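The gene *ptsG* (b1101, NC_000913.2 from 1157092 to 1158525) encodes the glucose-specific PTS enzyme IIBC and carries the IS5 insertion of Table 1. Its FPKM was 421 in MG1655 and 19.6 in ALE-1, a log2 fold change of -4.42. The implied standard error was 0.32 and the q-value 0.000632 in the authors' deposited table. The small RNA *sgrS* (b4577), which acts on the *ptsG* mRNA, had an FPKM of 3136 in MG1655 and 349596 in ALE-1, which is 111-fold higher. The authors' deposited table gives it the q-value of 0.000632. Its locus spans 227 bp and holds another gene as well, and FPKM values of such short loci are less certain than those of longer genes. The regulator gene *sgrR* had an FPKM of 6.39 in MG1655 and 7.27 in ALE-1, and its q-value in the authors' deposited table is 0.788. The level of the *ptsG* mRNA alone was measured, not its rate of decay.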

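The gene *galP* (b2943) lies on NC_000913.2 from 3086306 to 3087700. Its FPKM was 30.6 in MG1655 and 418 in ALE-1, a log2 fold change of 3.77. The authors' deposited table implies a standard error of 0.31 and gives a q-value of 0.000632. The MG1655 value corresponds to an estimated 376 fragments. The glucokinase gene *glk*, whose product phosphorylates glucose taken up without the PTS, rose from an FPKM of 133 to 204. Its log2 fold change was 0.62, with a q-value of 0.0147 in the authors' deposited table.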

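The GalR regulon of Fig. 2a holds 10 genes, with a median log2 fold change of 3.04, at percentile 100 of 10000 matched random lists. The galactose catabolism genes *galT*, *galK* and *galM* had log2 fold changes of 6.09, 3.14 and 1.67. For *galT*, the FPKM of 2.83 in MG1655 rests on an estimated 24.7 fragments, which makes the size of its rise uncertain. The transport genes *mglB*, *mglA* and *mglC* had log2 fold changes of 2.79, 3.11 and 2.97. The isorepressor gene *galS* rose from an FPKM of 12.9 to 76.9, a log2 fold change of 2.58. The authors' deposited table calls each of these 7 genes higher.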

Notably, we found that the expression levels of the *galR* regulon in ALE-1 was higher than that in MG1655 due to the inactivation of GalR (Fig. 2a). These indicate that the limited glucose uptake capacity was rescued by the GalP via the inactivation of GalR. However, only a small change was observed in the *gntR* and *galR* expression level between the MG1655 and ALE-1 strains, which suggests that the transcriptional levels of *gntR* and *galR* were not affected by the genetic mutation. Instead, mutations in *gntR* and *galR* might result in loss of protein function since the expression levels of their regulon were down-regulated. 

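The FPKM of *gntR* (b3438, NC_000913.2 from 3575754 to 3576749) was 97.6 in MG1655 and 122 in ALE-1. This log2 fold change of 0.32 is close to its standard error of 0.27 implied by the authors' deposited table, where the q-value is 0.316. The FPKM of *galR* (b2837, 2974621 to 2975652) was 23.9 in MG1655 and 50.4 in ALE-1, a log2 fold change of 1.08. The authors' deposited table implies a standard error of 0.33 for *galR* and gives a q-value of 0.0012.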

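The isocitrate lyase gene *aceA* (b4015, NC_000913.2 from 4215132 to 4216436) had an FPKM of 1283 in MG1655 and 9495 in ALE-1. The malate synthase gene *aceB* (b4014, 4213501 to 4215102) had 832 and 3770. Their log2 fold changes were 2.89 and 2.18, with implied standard errors of 0.37 and 0.35 in the authors' deposited table. The gene *pck* (b3403, 3530840 to 3532462) rose from an FPKM of 23.1 to 149, a log2 fold change of 2.69. The authors' deposited table gives all 3 genes the q-value of 0.000632. The gene for the opposite reaction, *ppc*, had a log2 fold change of -0.45, and its q-value in the authors' deposited table is 0.156.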

During evolution, ALE-1 activated the latent pathways, including the glyoxylate shunt and phosphoenolpyruvate carboxykinase (Pck) reaction. 

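The isocitrate dehydrogenase gene *icd* (b1136, NC_000913.2 from 1194346 to 1195596) also had a higher FPKM in ALE-1, 6976 against 3183 in MG1655. Its log2 fold change of 1.13 has an implied standard error of 0.37 and a q-value of 0.000632 in the authors' deposited table. These values are mRNA levels, and no flux was measured with them.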

Since the glyoxylate shunt does not regenerate NADPH unlike the isocitrate dehydrogenase (Icd) reaction, the evolved strain might enhance the glyoxylate shunt flux rather than the Icd reaction to reduce the NADPH regeneration capacity. 

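In the lower glycolysis, 6 of the 9 genes of Fig. 2a were lower in ALE-1 and 3 were higher, 2 of which (*pgm* and *pykA*) changed sign when scaled to the same total FPKM. They had a median log2 fold change of -0.15, at percentile 27.9 of 10000 matched random lists. The authors' deposited table calls only *gapA* and *eno* changed among them, with log2 fold changes of -1.16 and -0.77. The gluconeogenic genes *fbp* and *ppsA* had log2 fold changes of 1.23 and 1.62, and the authors' deposited table calls both higher.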

Overall, transcriptome analysis suggested that the glycolytic flux was re-routed through the activation of latent pathways and rescued the glucose uptake capacity in ALE-1. On the other hand, even though glucose can be utilized via mannose PTS [41], the expression levels of *manX*, *manY*, and *manZ* in ALE-1 were 2.9-, 2.0-, and 1.5-fold reduced compared to those in MG1655, respectively (Fig. 2a).

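The FPKM of *manX* (b1817) was 379 in MG1655 and 129 in ALE-1, that of *manY* (b1818) was 178 and 88.9, and that of *manZ* (b1819) was 147 and 98.3. The 3 genes lie in this order on NC_000913.2 from 1900072 to 1902770. The log2 fold change was -1.56 for *manX* and -0.58 for *manZ*, with *manY* between them. Each of the 3 falls exceeds the implied standard error, which is between 0.28 and 0.29 in the authors' deposited table. The q-value of *manZ* in the authors' deposited table is 0.0275.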

**Fig. 2:**
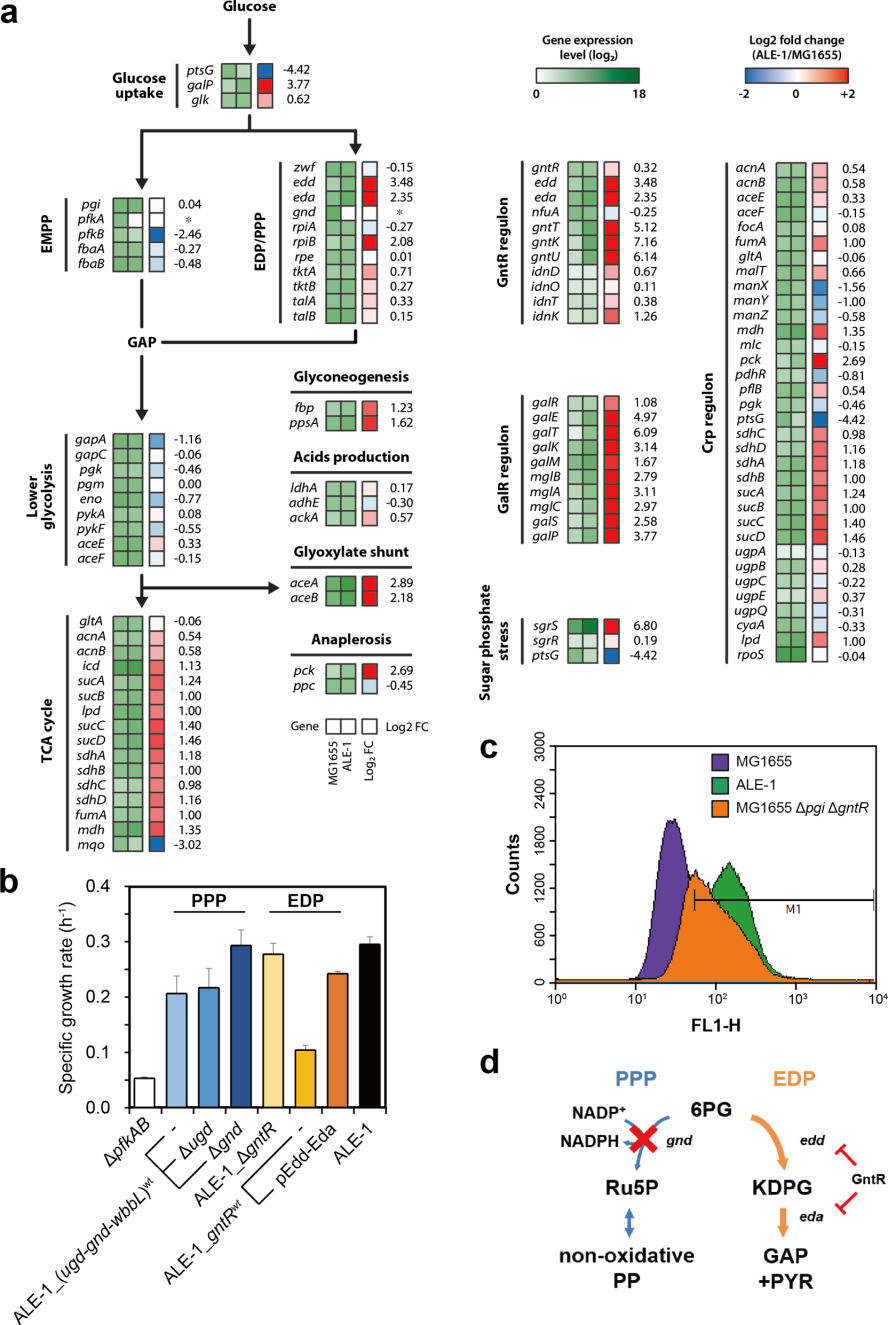
Functional analysis of major mutations found in the evolved strains. **a** RNA-seq transcriptome analysis illustrated the expression level of genes involved in glucose uptake system, glycolytic pathway, TCA cycle and transcriptional regulons including *gntR* and *galR*, *crp* regulons and sugar phosphate stress. Expression change (log_2_ fold change) of *pfkA* and *gnd* genes was unable to be calculated due to loss of expression and it was marked with an asterisk (*). Unexpected expression level of the *pfkB* gene of ALE-1 was affected by a remained coding sequence of *pfkB* (Additional file 1: Figure S8). **b** Functional validation experiments identified effective target genes among mutated genes from ALE-1: lacking the Gnd function, and loss of function for GntR and de-repression of its target genes, *edd* and *eda*. Error bars indicate standard deviations of growth measurements for three independent biological replicates. **c** Combined fluorescence histograms of MG1655, ALE-1, MG1655 Δ*pgi* Δ*gntR* strains carrying pHexR-GFP. **d** The schematic diagram illustrates altered glucose metabolism in ALE-1 through the EDP, via enzymes encoded by *edd* and *eda*. Transcriptional repression by GntR is indicated with red marks

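Of the 16 TCA cycle genes shown, 14 were higher in ALE-1 and 2 were lower, and their median log2 fold change of 1.00 lay at percentile 100 of 10000 matched random lists. The authors' deposited table calls 10 of the 16 higher. The largest rise was that of *sucD*, with a log2 fold change of 1.46, and *gltA* was nearly unchanged at -0.063. The gene *mqo* fell from an FPKM of 242 to 29.9, a log2 fold change of -3.02, and it is the only TCA cycle gene called lower in the authors' deposited table. The genes *sdhC* and *sdhD* share a locus with *sdhA*. Their q-values of 0.854 and 0.795 in the authors' deposited table come with implied standard errors of 2.65 and 2.17. Of the 34 genes shown for the Crp regulon, 20 were higher and 14 lower, and of the higher genes *focA* and *ugpB* changed sign when scaled to the same total FPKM. Their median log2 fold change of 0.35 lay at percentile 99.99 of the matched random lists, and it was 0.071 when scaled to the same total FPKM. The authors' deposited table calls 11 of these genes higher and 5 lower. The list shares members with other lists of Fig. 2a, among them *ptsG* and *pck*, so its median is not separate evidence of a rise. The gene *crp* had an FPKM of 300.1 in MG1655 and 315 in ALE-1, and its q-value in the authors' deposited table is 0.887.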

To further confirm our hypotheses, we initially deleted the *gntR*, *galR*, and *ptsG* genes in the ALE-1 strain. We found that the deletion of either the *gntR*, *galR* or *ptsG* gene did not affect the growth of ALE-1 cells, whereas restoration of these mutations resulted in notable adverse effects on the growth of ALE-1 cells (Fig. 2b). These results imply that GntR and GalR mutants may be unable to repress the expression of their target genes, including *edd*, *eda*, and *galP*. As expected, the same phenotype was observed in the ALE-1 strain that had a transposon inserted in *ptsG* or had a deleted *ptsG* mutation, confirming that the *ptsG* gene with the IS insertion lost its activity. To verify the target genes of the two TFs, we expressed the plasmid-encoded endogenous *edd*-*eda* or *galP* gene in the *gntR*- and *galR*-restored ALE-1, respectively, resulting in increased growth from 36 and 55% up to 82% and 86% of ALE-1, respectively. These observations thus indicate that the plasmid-based expression of *edd*-*eda* and *galP* genes can functionally recover cell growth defects caused by the restored active GntR and GalR in ALE-1 (Fig. 2b and Additional file 1: Figure S4a). To verify the effect of the large deletion of the *ugd-gnd-wbbL-2* region carrying the two functional genes *ugd* and *gnd* on ALE-1 cell growth, we re-introduced the deleted region into the chromosome of ALE-1. The restored strain showed reduced cell growth, and then the deletion of the *gnd* gene, but not the *ugd* gene, resulted in a substantial recovery of the growth defect caused by the restoration of the *ugd-gnd-wbbL-2* region (Fig. 2b and Additional file 1: Figure 4a).

According to the transcriptome analysis, we hypothesized that the ALE-1 uses EDP instead of the EMPP or oxidative PPP as the major glycolytic pathway. Since 2-keto-3-deoxy-6-phosphogluconate (KDPG) is an intermediate of EDP, intracellular KDPG level should be higher in ALE-1 compared to its wild-type strain. It was previously reported that the transcription of *hexR*, that originated from *P*. *putida* KT2440, was repressed in the presence of KDPG produced from glucose or gluconate [44]. To analyze the EDP flux, a KDPG-responsible biosensor using a transcriptional regulator (HexR) and GFP was constructed to sense the intracellular level of KDPG. Using an appropriate gate, M1, 85.8% of the population of ALE-1 and 9.5% of the wild-type MG1655 were detected (Fig. 2c). Previously, the glycolytic pathway of Δ*pgi* Δ*gntR* double-knockout *E. coli* strain was redirected from EMPP to EDP [28]. In fact, 64.2% of the population of the Δ*pgi* Δ*gntR* double-knockout cells were detected with M1 gate, which was higher than wild-type strain. This KDPG-responsible biosensor successfully supported our hypothesis that the EDP of ALE-1 was more active than that of the wild-type.

In conclusion, the growth of the EMPP-deficient mutant was facilitated by a number of factors that includes, 1) the re-direction of the glucose flux from the oxidative PPP to EDP by the deletion of *gnd*, 2) the gain of the EDP activity by the lack of *gntR*, and 3) the recovery of glucose uptake by the inactivation of GalR (Fig. 2d and Additional file 1: Figure S4b).

### Prioritization between the EDP and PPP for optimal cell growth

Notably, the evolved strain had the *gnd* mutation resulting in the inactivation of oxidative PPP, an alternative glycolytic pathway. The ALE-1 strain thus employs only the EDP for glycolysis, indicating that an active PPP might harm the growth of bacterial cells using the EDP as the main glycolytic pathway. The availability of the ALE-1 strain with plasmid-based Gnd expression enabled us to assess the effect of glucose catabolism via both oxidative PPP and EDP on its cell growth (Fig. 3a, b). As expected, expression of Gnd conferring oxidative PPP activity together with the EDP had an adverse effect on the growth of ALE-1 cells, leading to a 23% decrease in the growth rate of the evolved strain. We further investigated the effect of the further increased glycolytic flux from the EDP to oxidative PPP on the growth of ALE-1 cells by expressing both *gnd* and *gntR* on a plasmid, where Gnd reactivates oxidative PPP and GntR represses the EDP (Fig. 3a, c). As a result, high glycolytic flux to oxidative PPP resulted in more severe growth defects, resulting in a 39% reduction in cell growth, but exhibiting a 120% higher NADPH/NADP^+^ ratio (Fig. 3d, e). Using HexR-based KDPG-responsible biosensor, we further examined the activity of EDP in ALE-1 with plasmid-based expression of the *gnd* and/or *gntR* genes to confirm that expression of those genes led to redirect glycolytic flux. As a result, the concentration of intracellular KDPG was decreased when only *gnd* was expressed and further decreased when both the *gnd* and *gntR* were expressed (Additional file 1: Figure S6). This observation led us to speculate about why the oxidative PPP function was lost instead of being conserved to handle the glycolytic flux together with the EDP. It has been suggested that one of the reasons why the *E*. *coli* Δ*pgi* mutant, which is primarily dependent on the PPP for glucose catabolism, shows reduced glucose uptake rate is due to a redox imbalance and/or an excess of NADPH regenerated from the PPP [45]. When glucose is metabolized via the EDP, one less NADPH is regenerated than via the PPP in this mutant [46]. However, the PPP of the *pfkAB* knockout mutant can regenerate excess NADPH even more intensively due to its cyclized architecture compared with the *pgi*-null mutant [10]. Taking these observations into consideration, the effect of re-routing the glycolytic flux to the EDP on the reduction of the regeneration of NADPH would be more significant in the latter mutant. Despite partial relief afforded by the EDP, the NADPH formed via the cyclized PPP might exceed the demand for cell growth.

**Fig. 3:**
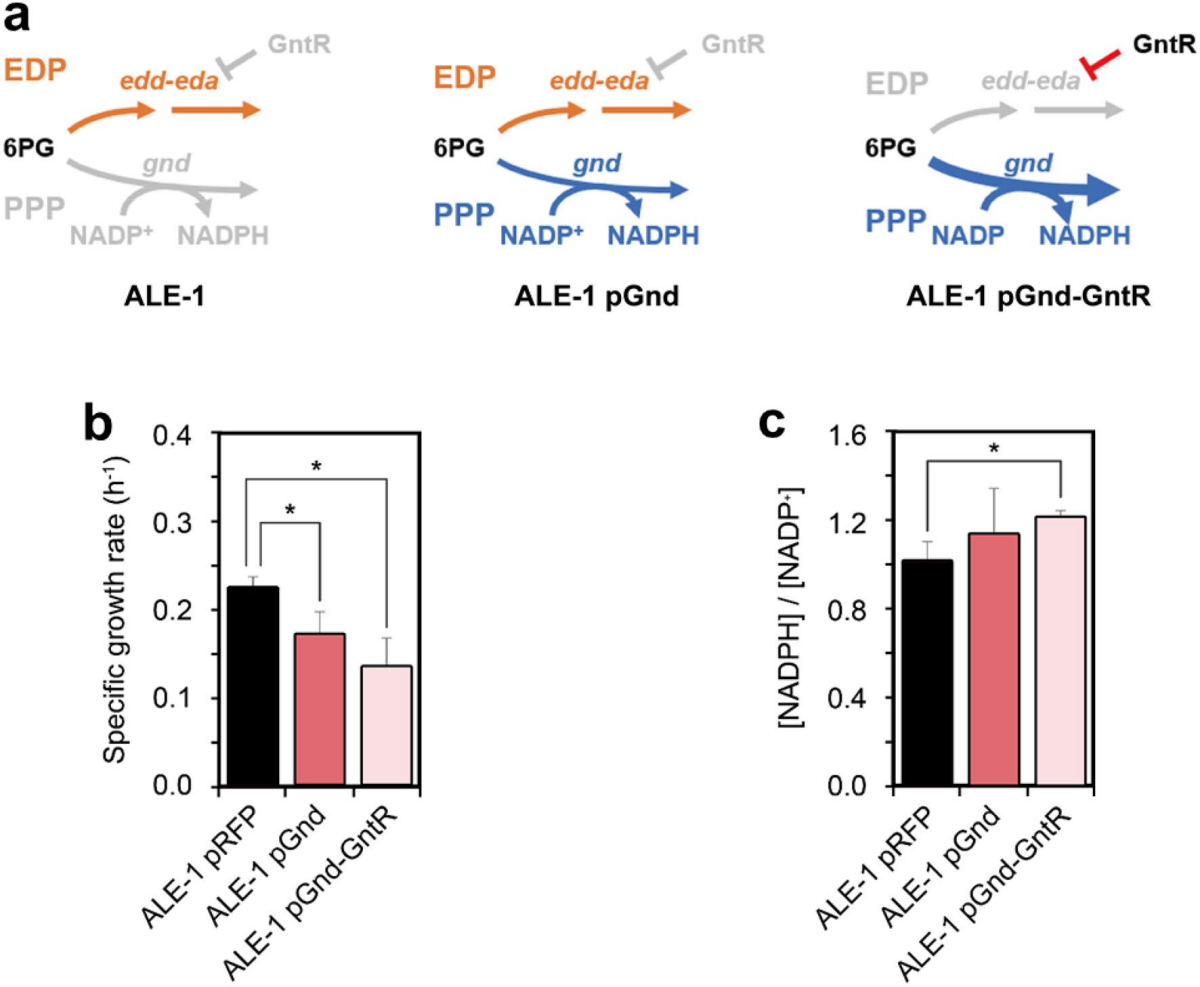
The effect of the redistribution of metabolic flux between PPP and EDP on cell growth and the NADPH/NADP ratio. **a** Schematic diagrams for possible glycolytic flux redistribution in ALE-1 pRFP (active EDP), ALE-1 pGnd (active both PPP and EDP), and ALE-1 pGnd-GntR (more active PPP and weaker EDP). The effect of gradually increasing glycolytic flux redistribution from the EDP to the PPP in the evolved ALE-1 strain on (**d**) cell growth and **e** [NADPH]/[NADP^+^] ratio. Error bars indicate standard deviations of growth measurements for three independant biological replicates. An asterisk (*) indicates a significant difference compared to the ALE-1 pRFP (*p* < 0.05)

Moreover, the EDP has been known to be thermodynamically favorable, even when compared with the native glycolytic route EMPP. This thermodynamically favorable property enables the EDP to sustain a glycolytic flux comparable to that of the EMPP [6, 7]. Indeed, *Z*. *mobilis*, which extensively employs the EDP for glycolysis, takes up glucose at a notably rapid rate [9]. This observation indicates that the capacity and turnover rate of the EDP would be substantial [47, 48]. Considering the foregoing observations, establishing the EDP as the sole glycolytic route, rather than sharing the flux with the PPP, would benefit the growth of the Pfk-deficient mutant in terms of both reducing NADPH production and expanding glycolytic capacity during selection. Consistent with this hypothesis, the soil bacterium *P*. *putida* KT2440, which lacks a functional EMPP, is known to be almost extensively dependent on the EDP for glycolysis, with less than 10% of the glucose flux entering the PPP [2].

### Dynamic regulation of the EDP and PPP for biotechnological applications

To facilitate optimal growth, cells must stringently balance their intracellular redox. However, the microbial production of value-added chemicals often requires an abundant supply of reducing powers in the form of NADPH. Accordingly, there exists a fundamental difference in the optimal architecture of the core metabolic pathways to sustain normal growth and those required for metabolite overproduction. For the successful application of the evolved mutant described herein for bio-production, further manipulation of the core metabolic pathways would be necessary. For proof of concept, we introduced changes into the evolved strain ALE-1 machinery for it to attain an abundant supply of NADPH necessary for the production of 3-HP, an intermediate for many compounds. The bifunctionality of 3-HP enables it to be further transformed into a variety of high-value compounds [49–51]. From 1 mol of glucose, it is theoretically possible to generate 2 mol of 3-HP with a consumption of 4 mol of NADPH (Fig. 4a). However, its redox equivalent demand is far beyond the endogenous catabolic supply based on glucose catabolism via the EDP or the linear PPP, which regenerates 1 or 2 mol of NADPH per mol of glucose [13]. According to the stoichiometry of the EDP and PPP, restoration of cyclized PPP activity and the reduction of EDP activity might yield larger amounts of 3-HP [10, 13]. To address this issue, we demonstrated the conditional flux control towards the EDP and PPP at the 6PG node for the enhanced production of 3-HP.

**Fig. 4:**
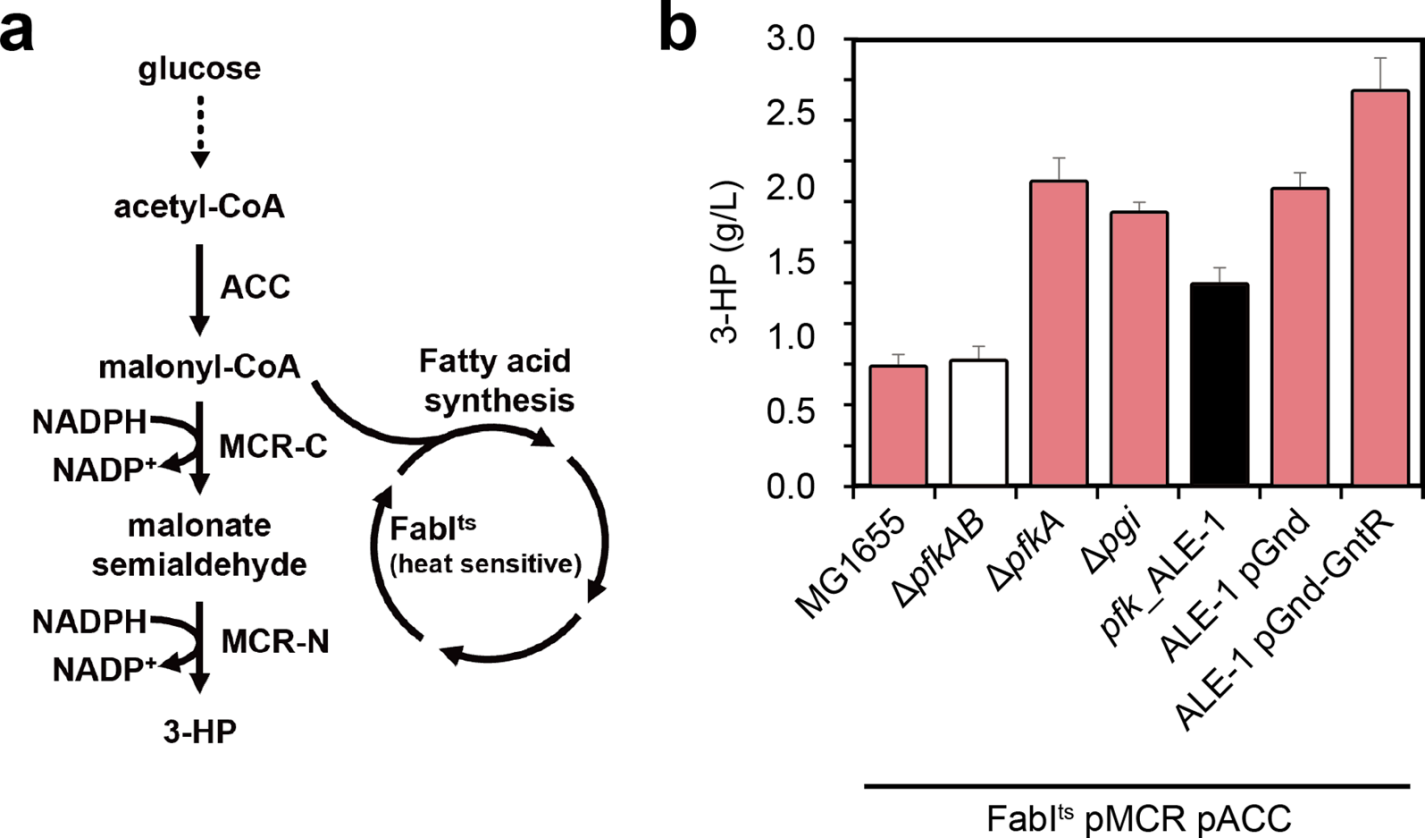
Rebalancing carbon flux through the PPP and EDP for enhanced 3-HP production. **a** A diagram for genetic strategy for the efficient production of 3-HP. A heterologous 3-HP synthetic pathway was introduced by expressing two dissected subparts, N-terminus and C-terminus ones, from the mutant malonyl-CoA reductase gene (*mcr*) derived from *C*. *aurantiacus*. ACC was overexpressed for malonyl-CoA accumulation while fatty acid synthesis was reduced by expressing a temperature-sensitive FabI at 37 °C. **b** 3-HP production titer at 48 h post-induction. Error bars indicate standard deviations of 3-HP titer for three independent biological replicates, respectively

Before dealing with the redox issue, we attempted to eliminate a potential limiting factor, namely, the low availability of malonyl-CoA for 3-HP production. Efficient microbial production of chemicals such as flavonoids and fatty acids using malonyl-CoA as a precursor are often constrained by the low intracellular concentrations of this compound [52]. In the present study, we overexpressed acetyl-CoA carboxylase (ACC) to enhance the supply of malonyl-CoA, and in conjunction performed site-directed mutagenesis designed to increase the temperature sensitivity of endogenous enoyl-[acyl-carrier-protein] reductase (FabI), thereby reducing the malonyl-CoA consumption via fatty acid synthesis [53, 54] (Fig. 4a). At 48 h post-induction, the evolved strain ALE-1 produced 1.34 g/L of 3-HP, whereas the background strain produced 0.83 g/L. Although the evolved mutant produced a 1.6-fold higher 3-HP titer than the background strain under the same conditions, the fold-increase was subtle, considering there was a substantial difference in biomass accumulation between the two strains (Fig. 1a and Fig. 4b).

To achieve conditional flux control towards the EDP and PPP, the *E*. *coli gnd* and *gntR* genes were expressed under the control of an IPTG-inducible promoter, and the resulting pGnd and pGnd-GntR plasmids were transformed into ALE-1 harboring the 3-HP-producing machinery. Induction of flux redistribution to both the EDP and PPP in the 3-HP-producing ALE-1 mutant harboring pGnd led to a considerable enhancement in the 3-HP titer (1.99 g/L) at 48 h post-induction. Furthermore, when the EDP was repressed by additional expression of its repressor GntR, 3-HP production in the evolved mutant increased further to 2.65 g/L, which is 3.2- and 3.3-fold higher than the titer obtained from the background mutant and wild-type *E*. *coli* strains, respectively, harboring the same 3-HP synthesis machinery (Fig. 4b and Additional file 1: Figure S2). These findings thus indicate that facilitating glucose flux via the PPP and reducing the flux through the EDP are critical for generating an abundant NADPH supply, resulting in higher 3-HP production.

## Conclusions

In this study, we generated and characterized an engineered *E*. *coli* using EDP rather than EMPP as the major glycolytic pathway, whose pathway is not functional in the wild-type strain. Based on genetic and biochemical studies, we demonstrated that optimal cell growth of *E*. *coli* strain through the EDP requires three main metabolic changes: (1) de-repression of the EDP by inactivation of GntR, (2) inactivation of the oxidative PPP by deletion of Gnd, and (3) an increase in glucose uptake by the inactivation of GalR. Reverse engineering of the evolved strain was applied to enhance the production of 3-HP by increasing glycolytic flux from the EDP to PPP for the supply of excess NADPH during the production stage rather than the growth stage. The engineered strain and its derivatives have certain advantages with respect to specific bio-production purposes, such as 3-HP and lycopene production, which demand NADPH (Fig. 4b and Additional file 1: Figure S7a, b).

Two EMPP-disrupted *E*. *coli* mutants, in which the pathway was blocked at the Pfk or Pgi step, resulted in distinct genotypic changes after ALE with glucose as the sole carbon source [18, 23, 55]. The evolved *E*. *coli* strain lacking *pfkA* showed a mutation in the promoter region of *pfkB* coding for a minor isozyme of Pfk. The expression of Pfk increased with time and this enabled the strain to restore glucose metabolism through the EMPP and could support cell growth. This observation indicates that, among three glycolytic pathways (EMPP, EDP, and PPP), the EMPP may be the most conducive for maximal cell growth in *E*. *coli* strains. The loss of Pgi led to a significant increase in relative flux through the PPP. None of the evolved Δ*pgi* mutants could influence the absolute EDP flux. Instead, independent studies have revealed that mutations leading to enhanced activity of transhydrogenase have repeatedly been detected in adapted Δ*pgi* mutants, suggesting that these mutations may reduce NADPH imbalance [23, 55–57]. In the present study, we found that the activation of the latent EDP by de-repressing downregulation was one of the key fitness-enhancing factors during the adaptation of the Pfk-null mutant. These findings imply that there are fundamental differences in the metabolic apparatus of the Pfk- and Pgi-null mutants, although both are widely used to redirect the glycolytic flux to the EMPP. One of them is that PPP can be cyclized and produce more NADPH in the Pfk-null mutant.

Although slightly slower growth was found in ALE-1 compared with the wild-type strain that employs the EMPP as the main glycolytic pathway, the evolved strain generated in this study grew well on glucose minimal medium compared with *pgi-* or *pfkA-*deleted strains that are characterized by a partially inactive EMPP. An additional factor that may contribute to the suboptimal growth of the evolved strain is that an imbalance or excess of NADPH produced from EDP can reduce cell growth when glucose is used as the sole carbon source. Notably, *E*. *coli* expressing G6PDH is strictly NADP^+^-specific compared with that in other bacteria that primarily employ the EDP as the glycolytic pathway [58–60]. Previous studies have reported that the growth of the *pgi* mutant could not be restored fully to that of the wild type rate by overexpressing UdhA for the re-oxidation of NADPH, indicating that the transhydrogenase system is not sufficient to overcome an imbalance in NADPH [45]. When NADPH-consuming pathways (lycopene and 3-HP production) were engineered in ALE-1, we observed the recovery of cell growth; the lycopene- and 3-HP-producing ALE-1 cell showed higher cell growth than the wild type. These findings suggest that the evolved strain could be a suitable host cell for NADPH-dependent bio-production, as slightly reduced cell growth minimally affects production.

The selection of a suitable host cell for the production of a biotechnology-based product is crucial to ensure economic viability. The bacterium, *E*. *coli*, is one of the best-characterized microorganisms from the genetic and metabolic perspectives and has a variety of tractable traits for biotechnological production. However, tolerance to adverse environmental stress, or unfavorable redox potentials may impede the use of *E*. *coli* as a platform host organism. The selection of host cells for production should be based on several factors, including the availability of genetic tools for expressing target products, efficient utilization of alternative carbon sources, high redox potential, and a tolerance to the metabolic products. Furthermore, unlike *Pseudomonas* and *Zymomonas*, ALE-1 can co-metabolize glucose and xylose, which was the case in the *ptsG*-deleted *E*. *coli* strains (Additional file 1: Figure S7d–f). ALE-1 strain even grows under anoxic conditions using nitrate as a final electron acceptor (Additional file 1: Figure S7c).

In conclusion, we have demonstrated that the normally latent EDP in *E*. *coli* can be almost fully activated by enhancing glucose uptake through an inactivation of GalR, inactivating the EDP regulatory system, and blocking the glycolytic flux via the PPP. The resulting strain and its derivatives have advantageous traits that are found in microorganisms using the EDP and PPP as the major glycolytic route, and it is amenable to host strong redox reactions. The engineered strains could expand the utility of *E*. *coli* as a platform for biotechnological production.

## Materials and methods

### Reagents, strains and media

Unless otherwise indicated, the reagents used in this study were purchased from Sigma–Aldrich (St. Louis, MO, USA).

The bacterial strains and plasmids used in this study are listed in Additional file 1: Table S1. The wild-type *E*. *coli* MG1655 strain was used as a parent strain for the generation of mutant strains. The *E*. *coli* DH10B strain was used for bacterial transformation and plasmid amplification during the construction of the expression plasmids.

Unless otherwise stated, as growth media, we used M9 minimal medium (BioShop Canada Inc., Burlington, Canada) supplemented with 2 mM MgSO_4_, 0.1 mM CaCl_2_, and glucose with appropriate antibiotics, if required, and Luria–Bertani (LB) medium. The LB medium was prepared using 5 g/L yeast extract, 10 g/L peptone and 10 g/L NaCl. Antibiotics were used at the following concentrations: ampicillin (100 mg/L), kanamycin (50 mg/L), and chloramphenicol (30 mg/L).

### Cell culture

For growth measurements, a single colony from an agar plate was inoculated in 3 mL of LB medium at 37 °C and shaken at 200 rpm. Overnight-grown cells were 1:10 diluted into 5 mL of M9 medium supplemented with 4 g/L glucose. After growing for 12 h, cells were inoculated into 25 mL of M9 medium in 250-mL shaking flask at 37 °C and shaken at 200 rpm to achieve an initial optical density at 600 nm (OD_600_) of approximately 0.1. For functional analysis, a single colony was cultivated in 3 mL of LB medium with appropriate antibiotics at 37 °C and shaken at 200 rpm overnight. A seeded culture was 1:10 diluted into 5 mL of M9 medium supplemented with 4 g/L glucose and appropriate antibiotics. After 12 h in culture, cells were diluted into 25 mL of M9 medium in a 250 mL shaking flask to achieve an initial OD_600_ of 0.1. The expression of *galP* and *edd*-*eda* was induced by the addition of 6.25 µM of isopropyl-β-D-thiogalactopyranoside (IPTG) at the beginning of seeding, subculturing, and culturing. The expression of pRFP, pGnd, and pGnd-GntR plasmids was induced by the addition of 50 µM of IPTG after 3 h in culture. OD_600_ was measured using a Libra S22 spectrophotometer.

For 3-HP production, a single colony from an agar plate was used to inoculate 3 mL of LB medium at 30 °C and shaken at 200 rpm. Overnight-grown cells were 1:20 inoculated into M9 medium supplemented with 20 g/L glucose, 1.0 g/L yeast extract, 2 mM MgSO_4_, 0.1 mM CaCl_2_, and trace elements. The composition of the trace element solution used was as follows: 2.4 g of FeCl_3_·6H_2_O, 0.3 g of CoCl_2_·6H_2_O, 0.15 g of CuCl_2_·2H_2_O, 0.3 g of ZnCl_2_, 0.3 g of Na_2_MO_4_·2H_2_O, 0.075 g of H_3_BO_3_, and 0.495 g of MnCl_2_·4H_2_O per liter [54]. After growing at 30 °C and shaken at 200 rpm for 9 h, 50 µM of IPTG and 100 nM of tetracycline were added to induce the expression of mcrC*-*mcrN*, and *accDABC*, after which the temperature of the culture was increased to 37 °C.

### Adaptive laboratory evolution

To isolate rapidly growing mutants, even those lacking a functional EMPP, a mutant in which both the *pfkA* and *pfkB* genes had been deleted was adapted by sequential transfer. Initially, an overnight culture of ∆*pfkAB* mutant cells in LB was transferred to M9 minimal medium supplemented with 2 mM MgSO_4_, 0.1 mM CaCl_2_ and 5 g/L glucose and grown at 37 °C and shaken at 200 rpm. At an OD_600_ of approximately 1.0, the cells were passaged to a 250-mL shaking flask containing 25 mL of the same fresh M9 medium. This procedure was repeated 50 times, after which, the adapted cells were plated onto an LB agar plate. Five evolved mutants showing the most rapid biomass accumulation were selected based on OD_600_ values monitored using a 96-well microplate reader and named pfk_ALE-1, -2, -3, -4, and -5 (henceforth referred to as ALE-1, -2, -3, -4, and -5).

### Genome sequencing

Genomic DNA was isolated from the evolved ALE-1 strain using a DNA isolation kit (GeneAll Biotechnology Co., Korea), and subsequently sequenced via next-generation sequencing using an Illumina HiSeq 2000 sequencer (Macrogen Inc., Korea). The genomic sequence of *E*. *coli* MG1655 (NC_000913.3) was used as a reference. Read sequence data of wild-type and ALE-1 strains were deposited in the Sequence Read Archive (SRA) of the NCBI under BioProject accession number PRJNA818725, and BioSample accession number SAMN26878847 for wild-type strain, SAMN26878848 for ALE-1 strain. The occurrence of mutations was confirmed by DNA sequencing of the PCR amplicon of target regions in the background strain and evolved mutant. To analyze the mutation frequency, the presence of mutations that were either the same or equivalent to the mutations discovered in ALE-1 was analyzed in the other four ALE mutants by PCR amplification and DNA sequencing.

### Genetic manipulation

Gene knockout was conducted by homologous recombination via a λ RED recombination system, which was mediated by a kanamycin resistance (Km^R^) cassette flanked by Flp recognition target (FRT) knock-in and flippase-based curing [61, 62]. Knockout constructs were designed with 50-bp overhangs homologous to upstream and downstream sequences of the deletion site. Cells were screened for antibiotic sensitivity, and for those lacking antibiotic resistance, removal of the Km^R^ gene was confirmed by colony PCR and sequencing.

Point mutations were generated via oligonucleotide-mediated genome editing combined with a *tetA*-based dual selection system. The *tetA* cassette was inserted into the target site and replaced with oligos containing target mutations and short 50-bp overhangs homologous to sequences upstream and downstream of the insertion site. The recombinants were isolated by negative selection using 50 μM NiCl_2_. Cells were screened for antibiotic sensitivity, and for those lacking antibiotic resistance, the correct allelic replacement was confirmed by colony PCR and sequencing.

### Plasmid construction

All plasmids constructed in this study were derived from BioBrick plasmids [63]. The primers used for plasmid cloning are listed in Additional file 1: Table S2. The primers were synthesized by Macrogen Inc. (Seoul, Korea). Plasmid construction was conducted using Pfu-X DNA Polymerase for the PCR reactions, and all restriction enzymes used were purchased from Fermentas (Vilnius, Lithuania). For plasmid isolation, we used a LaboPass plasmid miniprep kit (Cosmo Genentech, Korea). DNA purification (Cat. no.103-102) and gel extraction (Cat. no.102-102) kits were purchased from GeneAll Biotechnology (Seoul, Korea).

For the construction of pEdd-Eda, the gene encoding the red fluorescent protein (RFP) in the pBbA6c-*rfp* vector was excised using restriction enzymes, *Eco*RI and *Bam*HI. The *edd-eda* gene cluster was amplified from *E*. *coli* MG1655 genomic DNA using a forward primer containing an *Eco*RI site and a reverse primer containing a *Bam*HI site. Following excision with *Eco*RI and *Bam*HI, the purified *edd-eda* fragment was ligated with the gel-eluted pBbA6c backbone.

For cloning the pGalP, the RFP-encoding gene in the pBbS6k-*rfp* vector was excised using restriction enzymes, *Bgl*II and *Xho*I. The *E*. *coli galP* gene was amplified from *E*. *coli* MG1655 genomic DNA using a forward primer containing a *Bgl*II site and a reverse primer containing an *Xho*I site. Following excision with restriction enzymes, *Bgl*II and *Xho*I, the purified *galP* fragment was ligated with the gel-eluted pBbS6k backbone.

To construct pGnd, the RFP-encoding gene in the pRFP vector was excised using *Eco*RI and *Xho*I. The *E*. *coli gnd* gene was amplified from the *E*. *coli* MG1655 genomic DNA with a forward primer containing an *Eco*RI site and a reverse primer containing an *Xho*I site. Following excision with *Eco*RI and *Xho*I, the purified *gnd* fragment was ligated with the gel-eluted pRFP backbone.

For the construction of pGnd-GntR*,* the *E*. *coli gntR* gene was amplified from *E*. *coli* MG1655 genomic DNA with a forward primer containing a *Bgl*II site and a reverse primer containing the *Xho*I site. Following excision with restriction enzymes, *Bgl*II and *Xho*I, the purified *gntR* fragment was ligated with the purified pGnd.

For the construction of the pMCR plasmid, a mcrC^*^-*mcrN* fragment including genes encoding the dissected C-terminal domain carrying three mutations (N391V/K557W/S565N) and the N-terminal domain of malonyl-CoA reductase from *Chloroflexus aurantiacus* was extracted after cutting the pCDF-mcrC*-*mcrN* plasmid at *Eco*RI and *Xho*I sites. The pBbE2k-*rfp* plasmid was digested with restriction enzymes, *Eco*RI and *Xho*I to excise the gene encoding RFP, after which the DNA fragment and the gel-eluted pBbE2k backbone were ligated.

For the construction of a pACC plasmid, a fragment harboring the *accDABC* gene cluster encoding the ACC complex was obtained by elution after cutting pBbA2k-*accDABC* at *Bgl*II and *Xho*I sites. The pBbA6c-*rfp* plasmid was digested with restriction enzymes, *Bgl*II and *Xho*I to excise the gene encoding RFP. After gel-elution, the pBbA6c backbone was ligated with the eluted *accDABC* fragment.

### Transcriptome analysis (RNA-seq)

Cell culture samples were harvested at the mid-log growth phase (OD_600_ ~ 0.5 for MG1655 and ALE-1 strain). The RNA was stabilized using by RNAprotect^®^ Bacteria Reagent (Qiagen #76506) and total RNA was isolated using RNeasy^®^ Plus Mini Kit (Qiagen #74134). Ribosomal RNA (rRNA) was removed from isolated RNA samples through riboPooL Probes (Pan-prokaryote) siTOOLS BIOTECH and Dynabeads^™^ MyOne^™^ Streptavidin C1(Invitrogen #65001). For purification of RNA samples, RNA clean & concentrator (zymoresearch R1013) was used. RNA library was constructed from rRNA-depleted RNA using the KAPA stranded RNA-seq kit (Roche KK8400). The sequencing libraries were sequenced by Nextseq 550, NextSeq 500/550 High Output Kit v2.5 (024906).

Using bowtie software, the sequence reads were mapped onto the wild-type reference genome (NC_000913.2) with the maximum insert size option of 1500 bp (for Additional file 1: Figure S8, 500-bp option was used) [64]. Fragments per kilobase of exon per million fragments (FPKM) and log_2_ fold change value were calculated by cufflinks [65]. All the datasets were visualized using Metascope and NimbleGen’s Signalmap software. The transcriptomic data of wild-type and ALE-1 strains were deposited in NCBI’s Gene Expression Omnibus (GEO) under GEO Series accession number GSE199153.

On the other hand, the unexpected expression level of the *pfkB* gene in ALE-1 was affected by a remaining coding sequence of *pfkB* (Additional file 1: Figure S8). 

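The gene *pfkB* (b1723) lies on NC_000913.2 from 1804394 to 1805323. Its FPKM was 127 in MG1655 and 23.1 in ALE-1, a log2 fold change of -2.46. The authors' deposited table implies a standard error of 0.33 and gives a q-value of 0.000632. The FPKM divides the fragments by the length of the whole gene, so in ALE-1 it averages the remaining ends of the coding sequence with the deleted middle. The values per base were not analysed here.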

Considering that the active site of PfkB was deleted, we anticipated that the function for PfkB in the ALE-1 strain was lost.

### Flow cytometric analysis

For cultivation, a single colony was inoculated in 3 mL of LB medium at 37 °C and shaken at 200 rpm. Overnight-grown cells were 1:50 diluted into 5 mL of M9 medium supplemented with 4 g/L glucose and 5 g/L yeast extract. After growing for 9 h, cells were collected and transferred to PBS. The KDPG-responsible biosensor was induced by the addition of 50 µM of IPTG at the beginning of seeding and culturing. The green fluorescent protein (GFP) fluorescence intensity of individual cells was measured by BD FACSCalibur Flow Cytometer (BD Bioscience, USA) with wavelength of 488 nm excitation. Nonbacterial particles were excluded by applying forward-scattered characteristics and side-scattered characteristics. Gate M1 was set to differentiate the population of cells based on fluorescence intensity. BD CellQuest Pro software was used to analyze the data and to create images.

### Analytical methods

Culture media were treated using previously reported methods with minor modifications [66]. After centrifuging for 30 min at 13,200 × *g*, the supernatant was heat-treated at 80 °C for 1 h. Thereafter, the supernatant obtained by centrifuging again for 30 min at 13,200 × *g* was used for analysis.

The concentrations of glucose and 3-HP were measured by HPLC using a previously described method with slight modification [67]. After a 20-fold dilution, 20 µL of samples were injected into a 300 mm × 7.8 mm Aminex HPX-87H (Bio-Rad, USA) column at 35 °C using 5.41 mM H_2_SO_4_ as the mobile phase.

## Supplementary Information

**Additional file 1: Figure. S1** Cell growth and description of *galR* mutations detected in pfk_ALE-2, -3, and -5 strains. (a) Growth rate profiles (OD_600_) were compared for the four evolved strains isolated after the 50th subculture during ALE. Growth rate profiles of Δ*pfkAB* and ALE-1 strains are presented as controls. (b, c) DNA sequence of wild-type and mutant *galR* coding region in ALE-2, -3 and -5 strains were compared. The sequences include the start codon (lower case), emerging site of early stop codon (grey box), duplicated target sequence (underlined), duplication (red), and insertion (blue). Adenine in the start codon of the *galR* gene is designated as +1. (b) A nonsense mutation was caused by a frame shift due to a 7-bp duplication in the *galR* gene of the ALE-2, -3 strains, which resulted in truncation of the C-terminal 33 amino acids of the total 344 amino acids. (c) Insertion of 768 bp and duplication of 8 bp in the *galR* gene of ALE-5 caused insertion of 259 amino acids between the 3rd and 4th amino acids of the wild-type GalR protein. These GalR mutants are expected to be equivalent to the GalR mutant of ALE-1, which has low binding affinity to target sequence in the absence of an appropriate inducer, galactose. **Figure. S2** Cell growth and 3-HP, glucose, and acetate concentration during 3-HP production. All strains have a *fabI* temperature-sensitive mutant (*fabI*^ts^) and two plasmids pMCR and pACC. Profiles of 3-HP concentration (red circles), cell mass (yellow triangles), consumed glucose concentration (green squares) and acetate (blue diamonds) were compared for *E. coli* strains: (a) MG1655 (b) MG1655 ∆*pfkA* (c) MG1655 ∆*pgi* (d) Δ*pfkAB* (e) ALE-1 (f) ALE-1 with pGnd and (g) ALE-1 with pGnd-GntR. Cell mass was calculated from the OD_600_ values. 1 OD_600_ unit corresponds to 0.33 g CDW/L [1]. Error bars indicate standard deviations of three independent biological replicates. **Figure. S3** The comparison of cell growth between pfk_ALE-1 and pfk_ALE-1 Δ*edd* strains. Growth rate profiles (OD_600_) of ALE-1 Δ*edd* strain was compared to that of ALE-1 strain on glucose as a sole carbon source. Cells were grown in 250 mL with 25 mL of M9 minimal medium containing 0.4% glucose. Error bars indicate standard deviations of three independent biological replicates. **Figure .S4** Functional analysis of mutations involved in glucose uptake system in the evolved strains. (a) Target genes affected by the mutated TF (GalR) or *ptsG* deletion were identified and their role for improved cell growth in ALE-1 were determined. Cells were grown in M9 minimal medium with 0.4% glucose in shaking flasks. IPTG (6.25 µM) was added at the beginning of seeding, subculturing, and culturing to induce each plasmid. Error bars indicate standard deviations of three independent biological replicates. (b) The schematic diagram illustrates the altered route of glucose uptake in ALE-1 via a non-PTS glucose transporter GalP, the expression of which is negatively regulated by GalR. **Figure. S5** Comparison of mRNA expression level of *galP* and *talB* in ALE-1 with MG1655. The mRNA expression level of *galP* and *talB* in MG1655 (gray bar) and ALE-1 (black bar) was analyzed by quantitative RT-PCR. Error bars indicate standard deviations of three independent biological replicates. **Figure. S6** Flow cytometric analysis of pHexR-GFP with expression of *gnd* and/or *gntR* genes at 9 hours cultivation. Fluorescence histograms of pHexR-GFP ALE-1, ALE-1 pGnd, and ALE-1 pGnd-GntR strain were compared. Gate M1 was used to differentiate the population of wild-type and EMPP-deficient strains based on GFP intensity. **Figure. S7** Diverse phenotypic characteristics of pfk_ALE-1. (a, b) Lycopene production was examined in ALE-1 and control strains all harboring the pAC-LYCO04 plasmid. (a) Lycopene titer of *E. coli* strains after 24 h of cultivation were compared. (b) Color of lycopene-producing strains after 24 h of cultivation. Two milliliters of lycopene-producing cells were harvested after 24 h of cultivation and re-suspended in 200 µL of distilled water. After transfer to 96-well plates, images of cells were taken using a 96-well microplate reader. (c) When nitrate was used as the final electron acceptor under anoxic conditions, OD_600_ of ALE-1 and MG1655 were measured. For OD_600_ of MG1655 with nitrate addition, there was no significant difference caused by nitrate addition (data not shown). (d–f) Residual sugar concentration and cell growth of ALE-1 and MG1655 strains when grown in M9 minimal media supplemented with 3 g/L of glucose and 2 g/L of xylose. Residual glucose and xylose concentration of (d) MG1655 and (e) ALE-1 strain. (f) The cell growth of both strains is presented. **Figure. S8** Unexpected expression level of the *pfkB* gene of ALE-1. In the process of deletion of the *pfkB* gene, nucleotides of 157bp from the 5′ end and 177bp from the 3′ end were detected. Using bowtie software, the sequence reads were mapped onto the wild-type reference genome (NC_000913.2) with the maximum insert size option of 500bp. Remained coding sequence of the *pfkB* gene affected the expression level of the *pfkB* gene of ALE-1. **Table S1.** Strains and plasmid list. **Table S2.** Primer List.

## Data Availability

All data generated or analyzed during this study are included in this published article and its Additional file 1 information files. Read sequence data of wild-type and ALE-1 strains were deposited in the Sequence Read Archive (SRA) of the NCBI under BioProject accession number PRJNA818725, and BioSample accession number SAMN26878847 for wild-type strain, SAMN26878848 for ALE-1 strain. The transcriptomic data of wild-type and ALE-1 strains were deposited in NCBI’s Gene Expression Omnibus (GEO) under GEO Series accession number GSE199153.

## Abbreviations

3-HP: 3-Hydroxypropionic acid
6PGDH: 6-Phosphogluconate dehydrogenase
ACC: Acetyl-CoA carboxylase
ALE: Adaptive laboratory evolution
ATP: Adenosine triphosphate
cAMP: Cyclic adenosine monophosphate
Crp: CAMP receptor protein
Eda: 2-Keto-3-deoxy-6-phosphogluconate aldolase
Edd: 6-Phosphogluconate dehydratase
EDP: Entner–Doudoroff pathway
EMPP: Embden–Meyerhof–Parnas pathway
FabI: Enoyl-[acyl-carrier-protein] reductase
FRT: Flippase recognition target
G3P: Glyceraldehyde-3-phosphate
GalP: Galactose permease
GalR: Galactose repressor protein
GFP: Green fluorescent protein
Gnd: 6-Phosphogluconate dehydrogenase
GntR: Gluconate repressor protein
HPLC: High-performance liquid chromatography
IPTG: Isopropyl-β-D-thiogalactopyranoside
LB: Luria–Bertani medium
MCR: Malonyl-CoA reductase
MEP: Methylerythritol phosphate
NAD^+^/NADH: Nicotinamide adenine dinucleotide (oxidized/reduced form)
NAD^+^/NADPH: Nicotinamide adenine dinucleotide phosphate (oxidized/reduced form)
OD_600_: Optical density (measured at a wavelength of 600 nm)
PEP: Phosphoenolpyruvate
Pfk: Phosphofructokinase
Pgi: Phosphoglucose isomerase
PPP: Pentose phosphate pathway
PTS: Phosphotransferase system
PtsG: Glucose-specific phosphotransferase system enzyme IIBC
SgrS: Sugar transport-related sRNA
TalB: Transaldolase B
TF(s): Transcriptional factor(s)
UDP: Uridine diphosphate
Ugd: UDP-glucose 6-dehydrogenase
WbbL_2: Interrupted rhamnosyltransferase

# Supplementary material for: Characterization of an Entner–Doudoroff pathway-activated Escherichia coli
**Source:** Biotechnol Biofuels Bioprod. 2022 Nov 9;15:120. doi: 10.1186/s13068-022-02219-6
**Supplement:** Supplementary file 1 — Additional file 1: Figure. S1 Cell growth and description of galR mutations detected in pfk_ALE-2, -3, and -5 strains. (a) Growth rate profiles (OD600) were compared for the four evolved strains isolated after the 50th subculture during ALE. Growth rate profiles of ΔpfkAB and ALE-1 strains are presented as controls. (b, c) DNA sequence of wild-type and mutant galR coding region in ALE-2, -3 and -5 strains were compared. The sequences include the start codon (lower case), emerging site of early stop codon (grey box), duplicated target sequence (underlined), duplication (red), and insertion (blue). Adenine in the start codon of the galR gene is designated as +1. (b) A nonsense mutation was caused by a frame shift due to a 7-bp duplication in the galR gene of the ALE-2, -3 strains, which resulted in truncation of the C-terminal 33 amino acids of the total 344 amino acids. (c) Insertion of 768 bp and duplication of 8 bp in the galR gene of ALE-5 caused insertion of 259 amino acids between the 3rd and 4th amino acids of the wild-type GalR protein. These GalR mutants are expected to be equivalent to the GalR mutant of ALE-1, which has low binding affinity to target sequence in the absence of an appropriate inducer, galactose. Figure. S2 Cell growth and 3-HP, glucose, and acetate concentration during 3-HP production. All strains have a fabI temperature-sensitive mutant (fabIts) and two plasmids pMCR and pACC. Profiles of 3-HP concentration (red circles), cell mass (yellow triangles), consumed glucose concentration (green squares) and acetate (blue diamonds) were compared for E. coli strains: (a) MG1655 (b) MG1655 ∆pfkA (c) MG1655 ∆pgi (d) ΔpfkAB (e) ALE-1 (f) ALE-1 with pGnd and (g) ALE-1 with pGnd-GntR. Cell mass was calculated from the OD600 values. 1 OD600 unit corresponds to 0.33 g CDW/L [1]. Error bars indicate standard deviations of three independent biological replicates. Figure. S3 The comparison of cell growth between pfk_ALE-1 and pfk_ALE-1 Δedd strains. Growth r

**Additional file 1 for**

**Characterization of an Entner-Doudoroff pathway-activated *Escherichia coli***

Ye Eun Kim^1,†^, Kyung Hyun Cho^1,†^, Ina Bang^1,†^, Chang Hee Kim^2^, Young Shin Ryu^1^, Yuchan Kim^1^, Eun Mi Choi^1^, Linh Khanh Nong^1^, Donghyuk Kim^1,2,*^, and Sung Kuk Lee^1,2*^

^†^These authors contributed equally to this work.

**This file includes:**

Additional file 1: Figure S1 to Additional file 1 Figure S8

Additional file 1 Table S1 to Additional file 1 Table S2

Additional file 1 Material and Methods

**Additional file 1: Figures**

**a**

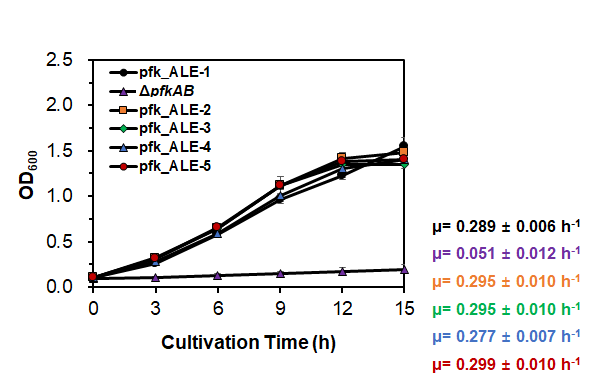

**c**

**b**

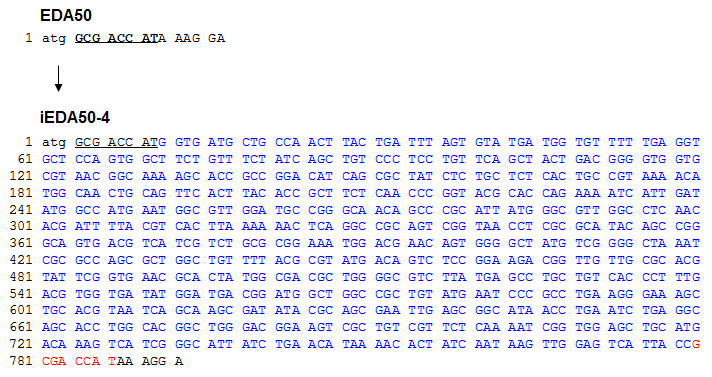

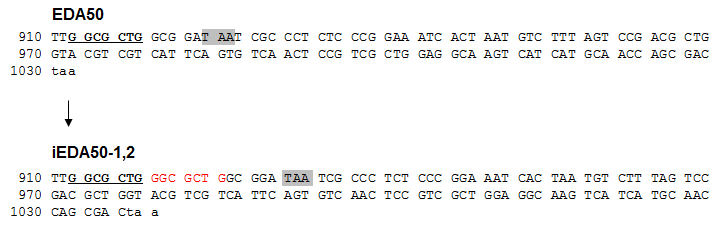

**pfk_ALE-1**

**pfk_ALE-2,3**

**pfk_ALE-1**

**pfk_ALE-5**

**Additional file 1 Figure S1. Cell growth and description of *galR* mutations detected in pfk_ALE-2, -3, and -5 strains.** (a) Growth rate profiles (OD_600_) were compared for the four evolved strains isolated after the 50^th^ subculture during ALE. Growth rate profiles of Δ*pfkAB* and ALE-1 strains are presented as controls. (b, c) DNA sequence of wild-type and mutant *galR* coding region in ALE-2, -3 and -5 strains were compared. The sequences include the start codon (lower case), emerging site of early stop codon (grey box), duplicated target sequence (underlined), duplication (red), and insertion (blue). Adenine in the start codon of the *galR* gene is designated as +1. (b) A nonsense mutation was caused by a frame shift due to a 7-bp duplication in the *galR* gene of the ALE-2, -3 strains, which resulted in truncation of the C-terminal 33 amino acids of the total 344 amino acids. (c) Insertion of 768 bp and duplication of 8 bp in the *galR* gene of ALE-5 caused insertion of 259 amino acids between the 3^rd^ and 4^th^ amino acids of the wild-type GalR protein. These GalR mutants are expected to be equivalent to the GalR mutant of ALE-1, which has low binding affinity to target sequence in the absence of an appropriate inducer, galactose.

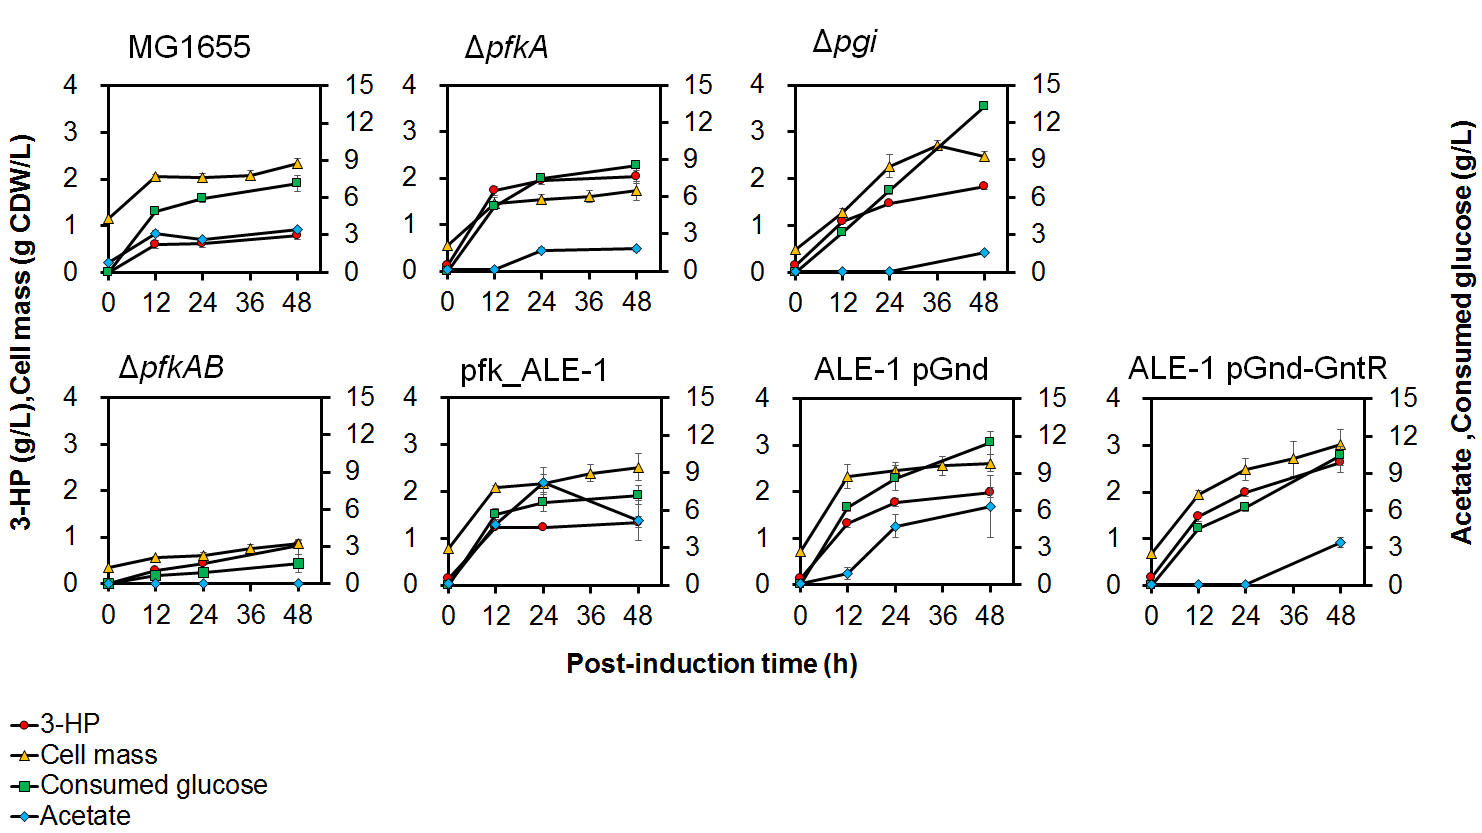

**a**

**b**

**c**

**d**

**e**

**f**

**g**

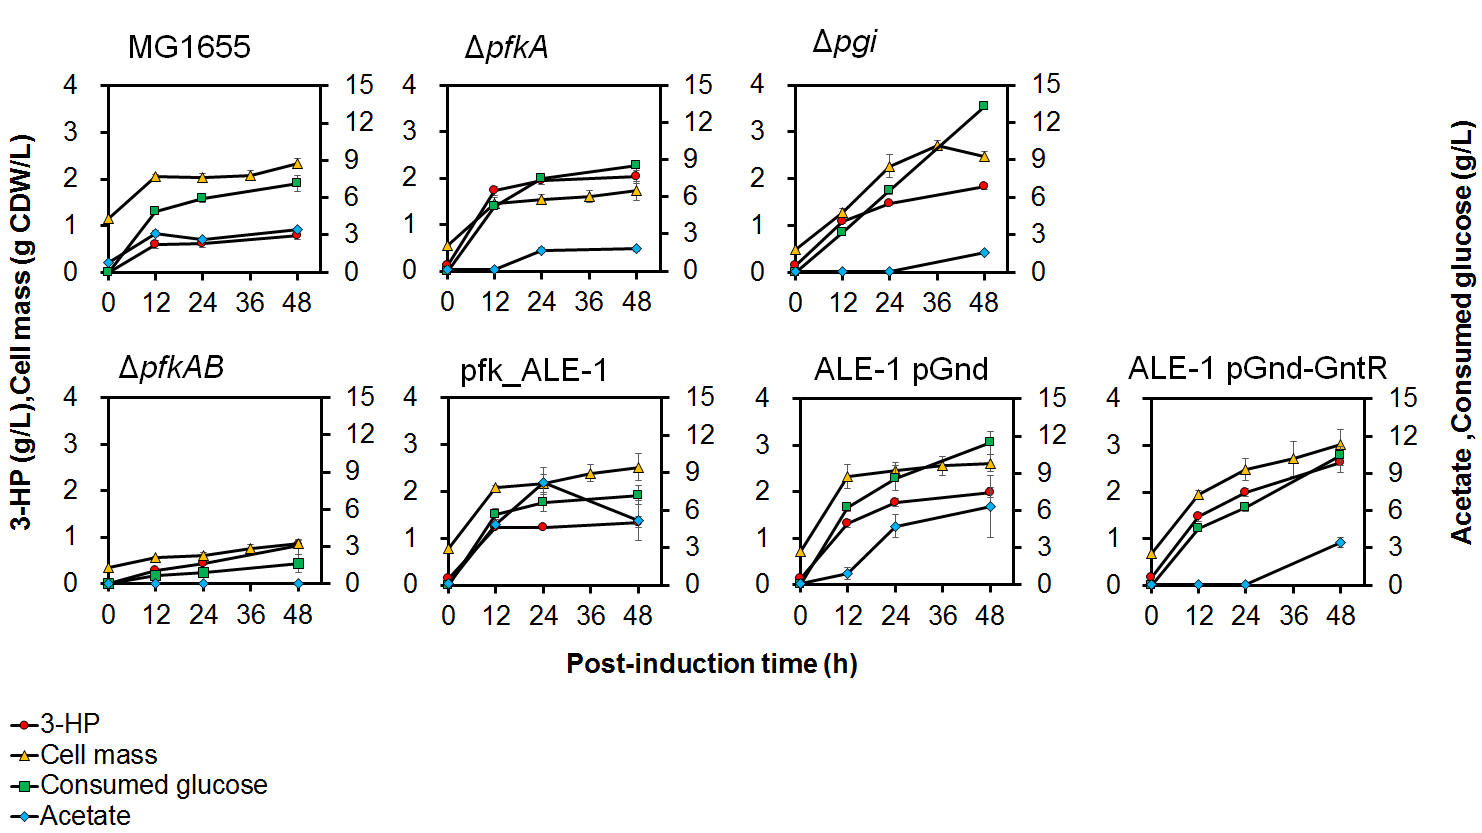

**Additional file 1 Figure S2. Cell growth and 3-HP, glucose, and acetate concentration during 3-HP production.** All strains have a *fab*I temperature-sensitive mutant (*fabI*^ts^) and two plasmids pMCR and pACC. Profiles of 3-HP concentration (red circles), cell mass (yellow triangles), consumed glucose concentration (green squares) and acetate (blue diamonds) were compared for *E. coli* strains: (a) MG1655 (b) MG1655 ∆*pfkA* (c) MG1655 ∆*pgi* (d) Δ*pfkAB* (e) ALE-1 (f) ALE-1 with pGnd and (g) ALE-1 with pGnd-GntR. Cell mass was calculated from the OD_600_ values. 1 OD_600_ unit corresponds to 0.33 g CDW/L [1]. Error bars indicate standard deviations of three independent biological replicates.

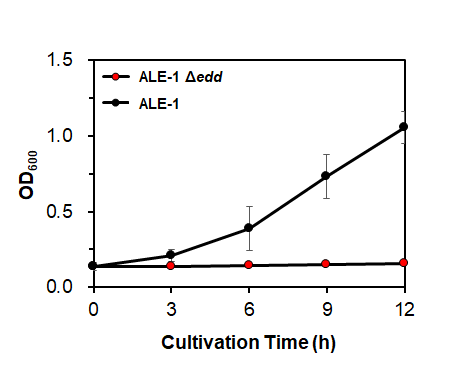

**Additional file 1 Figure S3. The comparison of cell growth between pfk_ALE-1 and pfk_ALE-1 Δ*edd* strains.** Growth rate profiles (OD_600_) of ALE-1 Δ*edd* strain was compared to that of ALE-1 strain on glucose as a sole carbon source. Cells were grown in 250 mL with 25 mL of M9 minimal medium containing 0.4% glucose. Error bars indicate standard deviations of three independent biological replicates.

**
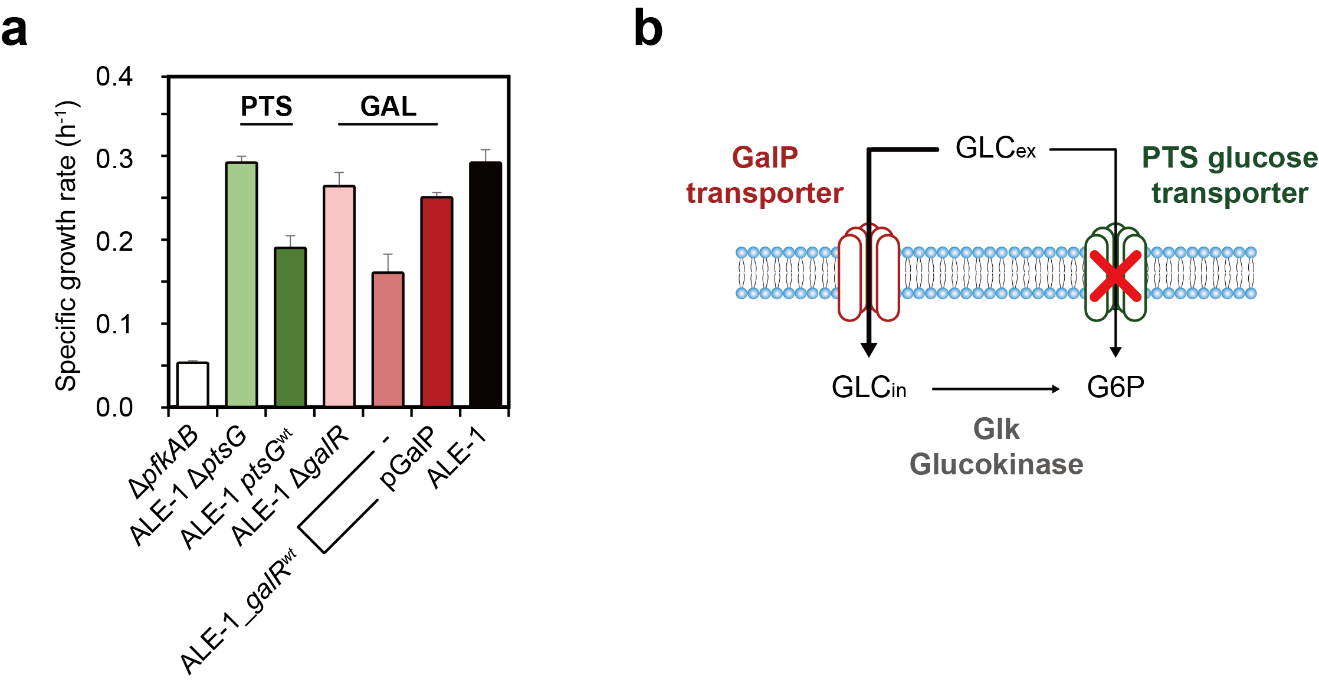
**

**Additional file 1 Figure S4. Functional analysis of mutations involved in glucose uptake system in the evolved strains.** (a) Target genes affected by the mutated TF (GalR) or *ptsG* deletion were identified and their role for improved cell growth in ALE-1 were determined. Cells were grown in M9 minimal medium with 0.4% glucose in shaking flasks. IPTG (6.25 µM) was added at the beginning of seeding, subculturing, and culturing to induce each plasmid. Error bars indicate standard deviations of three independent biological replicates. (b) The schematic diagram illustrates the altered route of glucose uptake in ALE-1 via a non-PTS glucose transporter GalP, the expression of which is negatively regulated by GalR.

**
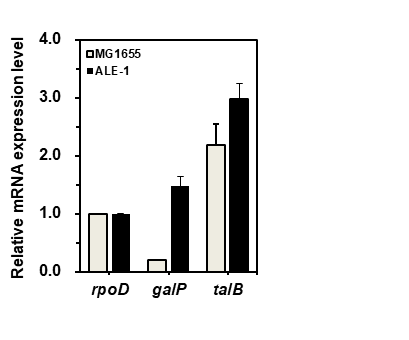
**

**Additional file 1 Figure S5. Comparison of mRNA expression level of *galP* and *talB* in ALE-1 with MG1655.** The mRNA expression level of *galP* and *talB* in MG1655 (gray bar) and ALE-1 (black bar) was analyzed by quantitative RT-PCR. Error bars indicate standard deviations of three independent biological replicates.

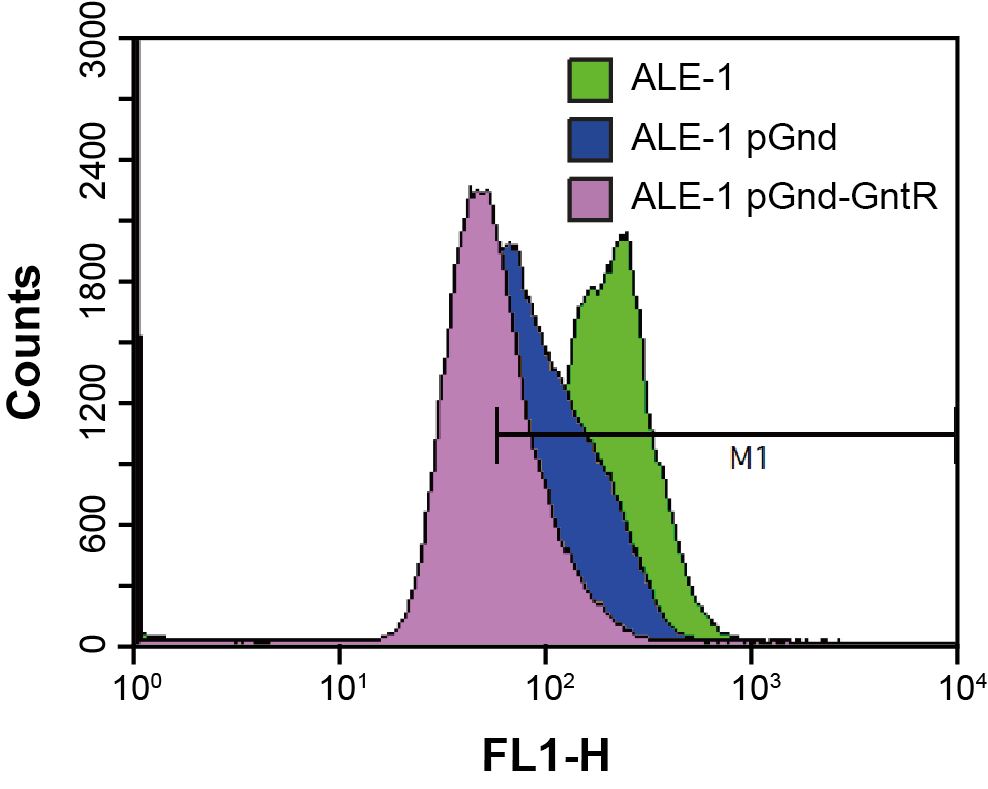

**Additional file 1 Figure S6. Flow cytometric analysis of pHexR-GFP with expression of *gnd* and/or *gntR* genes at 9 hours cultivation.** Fluorescence histograms of pHexR-GFP ALE-1, ALE-1 pGnd, and ALE-1 pGnd-GntR strain were compared. Gate M1 was used to differenciate the population of wild-type and EMPP-deficient strains based on GFP intensity.

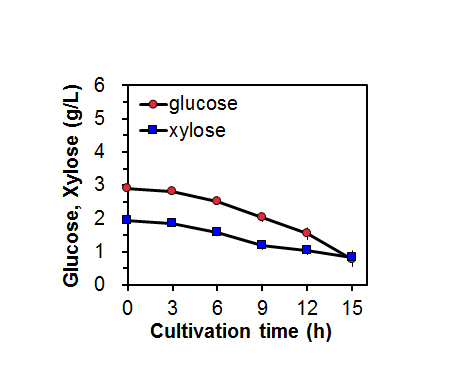

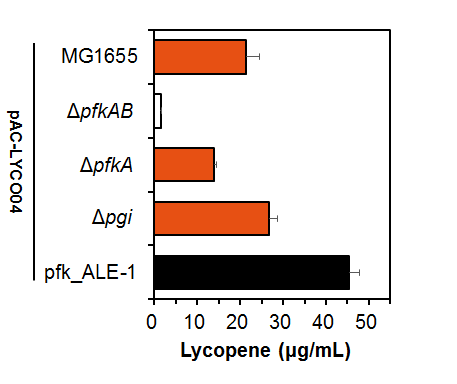

**a**

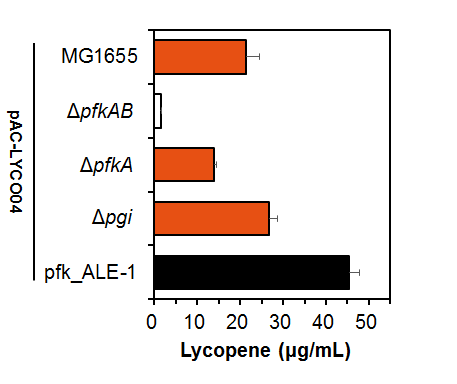

**b**

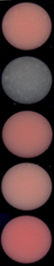

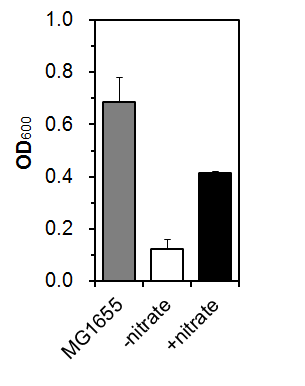

**c**

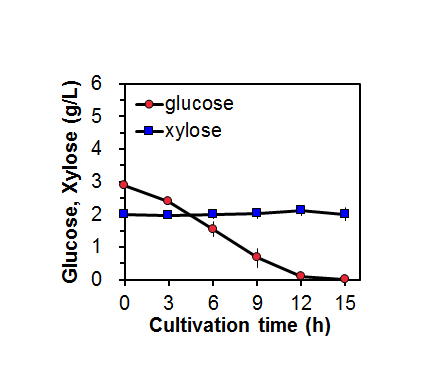

**d**

**e**

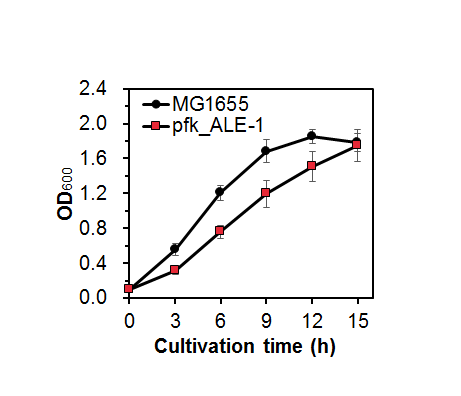

**f**

**Additional file 1 Figure S7. Diverse phenotypic characteristics of pfk_ALE-1.** (a, b) Lycopene production was examined in ALE-1 and control strains all harboring the pAC-LYCO04 plasmid. (a) Lycopene titer of *E. coli* strains after 24 h of cultivation were compared. (b) Color of lycopene-producing strains after 24 h of cultivation. Two millilitres of lycopene-producing cells were harvested after 24 h of cultivation and re-suspended in 200 µL of distilled water. After transfer to 96-well plates, images of cells were taken using a 96-well microplate reader. (c) When nitrate was used as the final electron acceptor under anoxic conditions, OD_600_ of ALE-1 and MG1655 were measured. For OD_600_ of MG1655 with nitrate addition, there was no significant difference caused by nitrate addition (data not shown). (d-f) Residual sugar concentration and cell growth of ALE-1 and MG1655 strains when grown in M9 minimal media supplemented with 3 g/L of glucose and 2 g/L of xylose. Residual glucose and xylose concentration of (d) MG1655 and (e) ALE-1 strain. (f) The cell growth of both strains is presented.

**
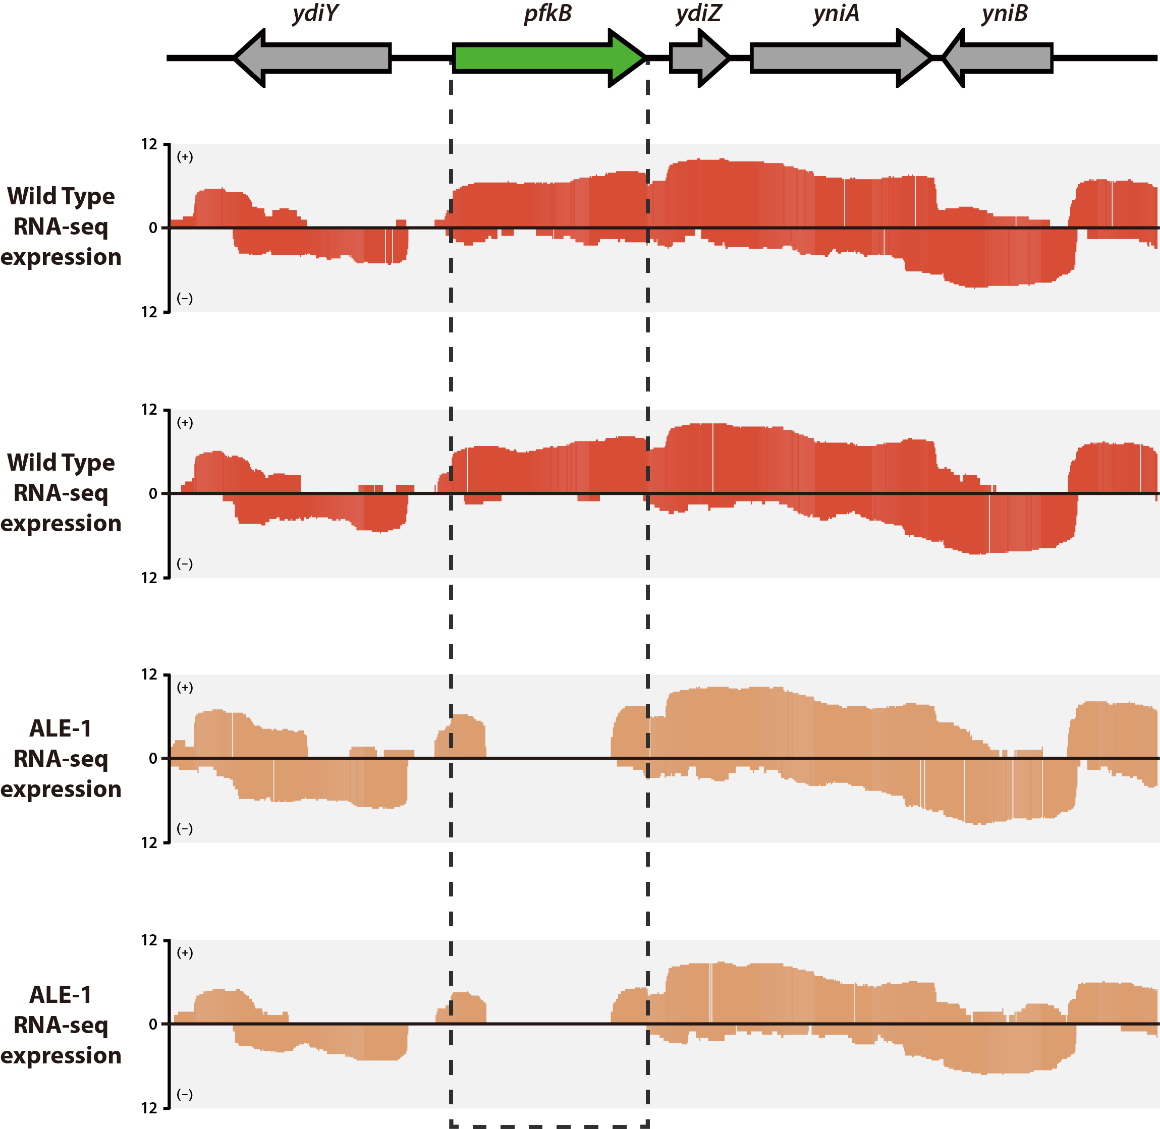
**

**Additional file 1 Figure S8. Unexpected expression level of the *pfkB* gene of ALE-1.** In the process of deletion of the *pfkB* gene, nucleotides of 157bp from the 5' end and 177bp from the 3' end were detected. Using bowtie software, the sequence reads were mapped onto the wild-type reference genome (NC_000913.2) with the maximum insert size option of 500bp. Remained coding sequence of the *pfkB* gene affected the expression level of the *pfkB* gene of ALE-1.

**Additional file 1 Tables**

**Additional file 1 Table S1. Strains and plasmid list**

**Additional file 1 Table S2. Primer List**

**Additional file 1 Materials and Methods**

**Cell culture**

For anoxic growth, a single colony from an agar plate was used to inoculate 5 mL of LB medium. After growing for 9 h, cells were 1:10 diluted into 50 mL of M9 minimal media supplemented with 2 mM MgSO_4_, 0.1 mM CaCl_2_, and 5 g/L glucose in 250-mL shaking flasks. Overnight-grown cells were transferred to 30 mL of fresh M9 minimal media in 150-mL serum bottles. The initial OD_600_ was adjusted to approximately 0.2. Oxygen in the M9 minimal medium was removed by flushing with nitrogen gas and sealing. If required, 50 mM of sodium nitrate was added. During the entire process, the cells were grown at 37°C and 200 rpm. OD_600_ values was measured using a Libra S22 spectrophotometer.

For lycopene production, a single colony from an agar plate was used to inoculate 5 mL of LB medium supplemented with appropriate antibiotics at 37°C and 200 rpm. Overnight-grown cells were 1:10 transferred into 50 mL of LB medium supplemented with appropriate antibiotics and grown for 9 h. Thereafter, the pre-culture was 1:10 diluted into 50 mL of M9 medium supplemented with 2 mM MgSO_4_, 0.1 mM CaCl_2_, 4 g/L glucose and 100 mM potassium phosphate buffer (pH 7.0) with appropriate antibiotics. At the beginning of culture, 0.1 mM of IPTG was added to induce the expression of enzymes involved in lycopene synthesis.

**Quantitative RT-PCR**

For quantitative RT-PCR, cDNA was synthesized by employing 1 μg of total RNA using iScript cDNA Synthesis Kit (Bio-Rad, USA). A quantitative RT-PCR was performed using the StepOne Real-Time PCR system (Applied Biosystems, USA) based on the SYBR green method. The relative mRNA expression level was calculated using the ΔΔCt method [9]. The *rpoD* gene (housekeeping sigma factor 70) was used as a reference.

**Lycopene extraction and quantification**

Lycopene was extracted following a previously described method [8]. Briefly, cells were harvested by centrifuging 2 mL of cell culture for 1 min at 13,200 × *g*. After addition of 1 mL of acetone, lycopene was extract by vigorous vortex followed by heating for 15 min at 55°C. A 500-µL aliquot of the supernatant acquired after centrifuging for 3 min at 13,200 × *g* was mixed with an equal volume of distilled water. Absorbance was measured at 474 nm (A_454_) using a Libra S22 spectrophotometer and the concentration of lycopene was estimated by comparing with the A_454_ values of a standard lycopene solution.

**References**

1. Sauer U, Lasko DR, Fiaux J, Hochuli M, Glaser R, Szyperski T, et al. Metabolic flux ratio analysis of genetic and environmental modulations of *Escherichia coli* central carbon metabolism. *J Bacteriol*. 1999;**181(21)**:6679–88.
2. Lee TS, Krupa RA, Zhang F, Hajimorad M, Holtz WJ, Prasad N, et al. BglBrick vectors and datasheets: A synthetic biology platform for gene expression. *J Biol Eng*. 2011;**5**:15–7.
3. Datta S, Costantino N, Court DL. A set of recombineering plasmids for gram-negative bacteria. *Gene*. 2006;**379(1–2)**:109–15.
4. Datsenko KA, Wanner BL. One-step inactivation of chromosomal genes in *Escherichia coli* K-12 using PCR products. *Proc Natl Acad Sci U S A*. 2000;**97(12)**:6640–5.
5. Cherepanov PP, Wackernagel W. Gene disruption in *Escherichia coli*: TcR and KmR cassettes with the option of Flp-catalyzed excision of the antibiotic-resistance determinant. *Gene*. 1995;**158(1)**:9–14.
6. Liu C, Ding Y, Zhang R, Liu H, Xian M, Zhao G. Functional balance between enzymes in malonyl-CoA pathway for 3-hydroxypropionate biosynthesis. *Metab Eng*. 2016;**34**:104–11.
7. Shin KS, Lee SK. Introduction of an acetyl-CoA carboxylation bypass into *Escherichia coli* for enhanced free fatty acid production. *Bioresour Technol*. 2017;**245**:1627–33.
8. Kim SW, Keasling JD. Metabolic engineering of the nonmevalonate isopentenyl diphosphate synthesis pathway in *Escherichia coli* enhances lycopene production. *Biotechnol Bioeng*. 2001;**72(4)**:408–15.
9. Yim SH, Kim TM, Hu HJ, Kim JH, Kim BJ, Lee JY, et al. Copy number variations in East-Asian population and their evolutionary and functional implications. *Hum Mol Genet.* 2010;**19(6)**:1001–8.

How the deposited data were processed for this re-analysis (not part of the article)

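RNA from 2 cultures of MG1655 and 2 of ALE-1, grown on M9 medium with 0.4% glucose at 37 °C and harvested at an OD_600_ of about 0.5, was sequenced by the authors. The authors mapped the reads with bowtie to NC_000913.2 with a maximum insert size that the paper states, and computed values with Cufflinks. The versions and the library scaling option are not named in the text of the paper.

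The deposited table gives FPKM values, which the authors computed as 1 value per strain over its replicates. It gives the authors' log2 fold changes, which equal the log2 ratio of the FPKM values without a pseudocount. The deposited test statistic was read as a score, the log fold change over a standard error. The deposited p-values do not follow from this score under a normal distribution, so the implied standard error is only a rough measure. The p-value and q-value of each gene are also the authors' and were copied, not recomputed. Values given from the authors' deposited table are marked as such. Because the table holds 1 value per strain, the replicates could not be compared, and no test was run here. The standard error implied by the authors' test was taken as the size of the log2 fold change divided by the test statistic. The table names its conditions only as first and second, and they were assigned to MG1655 and ALE-1 by the signed fold changes of Fig. 2a.

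Coordinates are those of the table on NC_000913.2, counted from 1. The 4497 genes lie in 3703 distinct loci, and 1348 genes share a locus with another gene. Of the locus tags, 4487 were matched to a RefSeq gene table of assembly ASM584v2, which was used only for the kind of each gene and for the order of genes within a shared locus. A total of 9 gene names occur more than once, in 55 entries, all of them insertion sequence genes whose copies share reads, and none is in the gene lists.

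The number of fragments per sample is unknown. For single-gene loci of at least 500 bp, FPKM values were multiplied by the length less a subtracted length, and the step size at which low values cluster was fitted per strain. The subtracted length was 190 bp in MG1655 and 150 bp in ALE-1, and the clustering around whole multiples was 0.768 and 0.592 on a scale that ends at 1. Fragment numbers derived from the steps are estimates that cover counting error only. Those of ALE-1 rest on the fewest low values that the search allowed, and the clustering was not compared with that of random values.

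Genes were counted as changed when they were at least 2-fold different with an FPKM of at least 10 in the higher strain, and a gene listed at 0 counted in its direction. The authors' calls were counted at a q-value under 0.05. For each gene list, the median log2 fold change over members above 0 in both strains was set beside 10000 random lists of the same size matched in 10 bins of mean log2 FPKM, as a description without a p-value, since genes are not replicates. Regions were runs of at least 5 neighbouring genes changed at least 2-fold the same way, compared with 1000 shuffled gene orders. The Spearman correlation across genes of log2 fold change with distance from oriC, placed between *mnmG* and *mioC*, was compared with 1000 rotations of the gene order.

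The genes named are those the paper names for the RNA-seq data, in Fig. 2a or in Table 1, the 10 largest rises and the 10 largest falls outside them among genes called by the authors, the genes listed at 0 in one strain and at an FPKM of at least 10 in the other, and the members of regions. Other genes are named where a test needs them. Some results of single genes are not reported here. The lists of Fig. 2a, 9 further gene lists, the alternatives and the rule for naming genes were fixed before the data were examined. In addition, 4 lists of amino acid biosynthesis genes and a scaling to the same protein-coding total were chosen after seeing the data, as was the scaling of the regions to the same total.

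The alternatives were no filter, an FPKM of at least 50, pseudocounts of 1 and 10 FPKM, scaling to the same total, median centring, a 4-fold threshold, q-values under 0.01 or with a 2-fold change, means in place of medians, regions of 4 genes, and other gene selections for the oriC trend. The counting step was checked on simulated data, where 200 of 200 genes changed by a log2 fold change of 2 among 3068 were recovered with 0 false calls. That change is far past the threshold, so the check shows only that the counting runs correctly and not how genes near a 2-fold change are counted. A simulated shift of 1 in a list of 20 genes was found as 0.98 at percentile 100, and 13 of 200 unchanged lists fell outside the central 95% of random lists. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.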

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

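The tests in this part were chosen after the values were seen. They concern genes outside Fig. 2a and Table 1 with a log2 fold change of at least 5, an FPKM of at least 10 in the higher strain and a call in the authors' deposited table, which the paper does not discuss.

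The gene *uhpT* (b3666, NC_000913.2 from 3843799 to 3845190), which encodes a hexose phosphate transporter, rose from an FPKM of 3.98 in MG1655 to 5078 in ALE-1, a log2 fold change of 10.32. The tables argue against each technical explanation that was tested. The MG1655 value corresponds to an estimated 48.8 fragments, and with the 95% upper limit of 64.5 fragments the log2 fold change was still 9.92. The 10 neighbouring genes had a median log2 fold change of -0.11, against extra copies of the region. Reads shared with the related transporter genes *glpT* and *uhpC* are argued against by their log2 fold changes, of which the higher was 0.31. Over the scalings, the lowest value for *uhpT* was 10.04. The regulator genes *uhpA* and *uhpB* had log2 fold changes of 0.16 and 0.27. A hypothesis is that hexose phosphates induce *uhpT* in ALE-1. No metabolite was measured with these data, so the hypothesis was not tested.

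The neighbouring genes *ydjL*, *ydjK*, *ydjJ*, *ydjI* and *ydjH* had log2 fold changes of 8.42, 7.67, 7.38, 7.13 and 6.61, and the adjacent *ydjG* had 4.43. Their FPKM values in ALE-1 lay between 297 and 930. With the upper limits of the MG1655 fragments, the lowest log2 fold change among the 6 genes was 4.22, against too few fragments as the cause. The 10 neighbouring genes outside *ydjF* to *ydjL* had a median of 0.0298, against extra copies of the region. The lowest value over these genes and the scalings was 4.15. The adjacent *ydjF* had a log2 fold change of 1.51. A change in the regulation of this gene group in ALE-1 is a hypothesis that stays open, and no biological explanation was tested.

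The gene *prpB* rose from an FPKM of 1.50 to 64.6, a log2 fold change of 5.43, and *tnaA* from 2.51 to 81.2, a log2 fold change of 5.01. With the upper limits of their MG1655 fragments, estimated at 10.7 and 31.4, the lower of the log2 fold changes was 4.51, and the lowest over both genes and the scalings was 4.73. Few fragments and scaling are therefore argued against as the whole cause. In the authors' deposited table, *uhpT*, the genes *ydjG* to *ydjL*, *prpB* and *tnaA* have implied standard errors between 0.40 and 0.79, well below their rises, and each has the q-value of 0.000632.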

How the results depend on the processing

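The alternatives were set before the data were examined, apart from the scaling to the same protein-coding total and, for the regions, that to the same total, which were chosen after seeing the data. A gene's value was taken to have changed when it moved by more than the standard error implied by the authors' test, and a list's median when it moved by more than the median of its members' standard errors. The measure for lists is coarse, because it is the error of single genes, so a list median that stayed within it is not shown to be stable. The EDP/PPP list went from 0.30 to 0.021 and the Crp regulon from 0.35 to 0.071 when scaled to the same total, both within it.

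The numbers of genes at least 2-fold higher and lower, 277 and 154, became 443 and 262 with no filter, and 95 and 35 at a 4-fold threshold, as these settings count more genes and fewer. Scaled to the same total they became 176 and 274, and the higher genes fell from 64.3% to 39.1% of the changed genes. This scaling shifted every log2 fold change by -0.28. Under an FPKM of at least 50, both pseudocounts, median centring and the protein-coding total, they stayed between 186 and 289 and between 114 and 154. At a q-value under 0.01, the authors' deposited table calls 282 genes higher and 153 lower. Requiring a 2-fold change as well reduced the calls in the authors' deposited table from 395 higher and 224 lower to 222 and 98.

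With means in place of medians, the glucose uptake list went from 0.62 to -0.0083, the EMPP list from -0.38 to -0.79, the EDP/PPP list from 0.30 to 0.90, the GntR regulon from 1.26 to 2.43, the sugar phosphate stress list from 0.19 to 0.85, the CRP-cAMP-activated catabolic genes from 1.04 to 1.45 and the SgrS-repressed mRNAs from -0.82 to -1.22. With a pseudocount of 10, the GntR regulon went to 0.63, the GalR regulon to 2.68 and the CRP-cAMP-activated catabolic genes to 0.32, and the log2 fold changes of *pfkB* and *ptsG* went to -2.05 and -3.86. A pseudocount shrinks the changes of low values by construction. With members of an FPKM of at least 10 in the higher strain, the GntR regulon went to 2.35 and the sugar phosphate stress list to 1.19. The cause was not tested for the means. The number of regions went from 6 to 11 when 4 genes were enough. It was 9 with no filter, 7 scaled to the same total, and 6 with median centring and with the protein-coding total.

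Scaled to the same total, 5 list medians changed sign, all of them small, namely acids production to -0.11, sugar phosphate stress to -0.0952, ribosomal proteins to -0.25, heat shock genes to -0.019 and Fur-repressed iron uptake to -0.22. The SoxRS regulon went from -0.082 to 0.019 with the mean. Among 126 genes named in the paper or chosen by the rule for naming genes, apart from those above, a pseudocount of 10 moved 31 and a pseudocount of 1 moved 2. The scaling to the same total moved 11 of these 126 genes and changed the sign of 12 of them. Any other gene with a log2 fold change between 0 and 0.28 as deposited also changes sign under it, since the shift is the same for every gene. The shifts of median centring and the protein-coding total, 0.0014 and 0.018, are too small to test these results.

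No paired analysis was possible because the table holds 1 value per strain, merged over the replicates. For the same reason, leaving out each replicate in turn and blocking by replicate number were not run. The depth limits the results for genes of low FPKM in MG1655, such as *galT*, *idnD*, *idnO* and *idnK*, whose values rest on few fragments.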

Differences from the paper's values

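No value that the paper states for these data differed from the value computed here. The paper describes the change of *galR* expression as small, while its log2 fold change was 1.08 and the authors' deposited table calls it higher. The paper also describes the regulons of GntR and GalR as down-regulated where it proposes a loss of protein function, while it describes them as higher elsewhere. Here their median log2 fold changes were 1.26 and 3.04, higher in ALE-1.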

Other observations

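The tests of explanations in this part were chosen after the values were seen, except for the trend with distance from oriC. The regions and the lists, apart from those of amino acid genes, were set earlier.

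A list of 61 CRP-cAMP-activated catabolic genes, none of them in Fig. 2a, had a median log2 fold change of 1.04 in ALE-1, and 51 of its genes were higher. The authors' deposited table calls 23 of them higher and 3 lower. The lowest median over the scalings was 0.76, against scaling as the cause. Low values matter for the size of the rise. The median was 1.20 over the 40 genes with a mean FPKM of at least 10. That choice keeps a gene that is low in MG1655 only when it is high in ALE-1, so it favours large rises. The median was 0.46 over the 29 genes with an FPKM of at least 10 in both strains, a choice that removes genes that rose from low values. Neither choice decides how far low values account for the rise. The list lay at percentile 100 of matched random lists, which is consistent with relief of catabolite repression, a hypothesis. It may follow from the loss of *ptsG*, from the *crp* mutation or from the different growth, which these data cannot separate. The members did not move as one, as *xylA* had a log2 fold change of -0.54 and *lacZ* of 0.27, against 3.95 for *acs*.

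A list of 31 RpoS-dependent stress genes had a median log2 fold change of -0.77, and 25 of its genes were lower. The authors' deposited table calls 17 of them lower and 2 higher. The log2 fold change of *rpoS* itself was -0.0399, against less *rpoS* mRNA as the cause. Without the acid resistance genes the median was -0.55, and the highest median over the scalings was -0.75. The RpoS protein was not measured, so its activity stays open. The list shares *talA*, *tktB* and *fbaB* with Fig. 2a.

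The largest falls outside the genes of the paper were those of *aroF* and *tyrA*, with FPKM values of 4237 and 4407 in MG1655 and log2 fold changes of -4.82 and -4.62. The 10 neighbouring genes had a median of -0.0852, against a loss of the region. The 5 other TyrR-repressed genes had a median of -1.19, at percentile 0.02 of matched random lists, which is consistent with stronger repression by TyrR, a hypothesis. The TrpR-repressed and MetJ-repressed genes had medians of -1.66 and -0.92, and amino acid biosynthesis genes outside these lists 0.51. Of those 37 other genes, 30 were higher and 7 lower, and the authors' deposited table calls 9 higher and 2 lower. For these 37 genes, this argues against a general fall of amino acid biosynthesis genes. Over the 62 genes of the 4 lists together the median was -0.0319, with 31 genes higher and 31 lower. That pooled median was taken up after the values were seen, and it mixes lists that fell with the list that rose. The other large falls were those of *spf*, *yjcB*, *glsA*, *psiE*, *yhcN*, *trpD*, *metF* and *trpC*, with log2 fold changes between -2.80 and -2.06. The 10 largest rises, besides the *uhpT*, *ydj*, *prpB* and *tnaA* genes, included *yjcH*, with a log2 fold change of 4.81. It shares its locus with another gene, and its q-value in the authors' deposited table is 0.0497.

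There were 6 regions of at least 5 neighbouring genes changed together, while 1000 shuffled gene orders gave a median of 0 and at most 1. The regions with higher values were *prpB* to *prpE* with *codB* and *codA*, *sdhD* to *sucD*, *ydjF* to *ydjL*, *rbsD* to *rbsR* and *malG* to *malM*, with median log2 fold changes between 1.18 for *sdhD* to *sucD* and 7.13 for *ydjF* to *ydjL*. The region with lower values was *trpA* to *trpE*, with a median of -1.84. Scaled to the same total, there were 7 regions, and *sdhD* to *sucD* was no longer among them, while runs of lower genes at *csgG* to *csgA* and *hdeB* to *gadW* were added. These are mostly known operons, so neighbours are not independent. No biological explanation was tested.

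Of the lists fixed before the data were examined, the flagella and chemotaxis genes had a median of 0.72 at percentile 100, which was 0.44 scaled to the same total and 0.29 with a pseudocount of 10. The median of their implied standard errors in the authors' deposited table is 0.66, and it calls 11 of the 51 genes higher. The SgrS-repressed mRNAs, which include *ptsG* and *manX*, *manY* and *manZ*, had a median of -0.82 at percentile 0.02, and the heat shock genes of 0.26 at percentile 99.1. The ribosomal proteins had 0.026 at percentile 98.0, the Fur-repressed iron uptake genes 0.059 at 87.8, the SoxRS regulon -0.082 at 27.6 and the PhoB regulon -0.075 at 16.4. The medians of the heat shock genes, ribosomal proteins and Fur-repressed genes, and that of acids production, changed sign when scaled to the same total. The lists of Fig. 2a not given elsewhere had medians of 2.53 for the glyoxylate shunt, 1.42 for gluconeogenesis, 1.12 for anaplerosis and 0.17 for acids production. Other genes of the PTS were lower, with log2 fold changes of -1.41 for *ptsH*, -1.28 for *ptsI* and -0.83 for *crr*, and the efflux gene *setA* had 1.79.

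In all, 32 genes were listed at 0 in one strain and at an FPKM of at least 10 in the other, 18 in MG1655 and 14 in ALE-1. Besides *pfkA* and *gnd*, 86.7% of them have a locus under 300 bp, against 11.0% of all genes, which is consistent with failed estimates for genes shorter than the fragments. Among them is *ssrS*, with an FPKM of 3250300 in MG1655 and 0 in ALE-1, which the authors' program left untested for too many fragments. Those at 0 in MG1655 are *argU*, *ybcW*, *ydaG*, *yqgC*, *tnaC*, *rrfB*, *rrfE*, *leuP*, *ldrA*, *rydB*, *cyaR*, *gadY*, *kdpF*, *ymjC*, *yniD*, *yohO*, *ynhF* and *ptwF*. Those at 0 in ALE-1 are *ydfA*, *intG*, *argW*, *ssrS*, *thrV*, *rprA*, *ldrD*, *yoeF*, *azuC*, *ykgR*, *yoaJ* and *pmrR*.

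The FPKM values sum to different totals, and the log2 ratio of ALE-1 to MG1655 was 0.28 over all genes but -0.018 over protein-coding genes. Protein-coding genes made up 9.13% of the total in MG1655 and 7.42% in ALE-1, the remainder being mostly rRNA, tRNA and other short RNAs, which is consistent with these few genes setting the totals.

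The 9 copies of the IS5 transposase gene *insH1* listed above 0 had log2 fold changes between 0.87 and 1.27, with a median of 1.16. Copies share reads, so they are not independent. A single added copy beside the 11 listed would give 0.13 if all were transcribed alike, against the added copy in *ptsG* as the cause by number alone. Transcription of that copy from *ptsG* was not tested.

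The Spearman rho across genes of log2 fold change with distance from oriC was -0.017 over 3068 genes, and 27.5% of the rotated gene orders gave as large a value, so no trend from gene dosage along the chromosome was detectable. Genes are not independent replicates.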
